# Toxicogenomic Screening of Replacements for Di(2-Ethylhexyl) Phthalate (DEHP) Using the Immortalized TM4 Sertoli Cell Line

**DOI:** 10.1371/journal.pone.0138421

**Published:** 2015-10-07

**Authors:** Thomas C. Nardelli, Hanno C. Erythropel, Bernard Robaire

## Abstract

Phthalate plasticizers such as di(2-ethylhexyl) phthalate (DEHP) are being phased out of many consumer products because of their endocrine disrupting properties and their ubiquitous presence in the environment. The concerns raised from the use of phthalates have prompted consumers, government, and industry to find alternative plasticizers that are safe, biodegradable, and have the versatility for multiple commercial applications. We examined the toxicogenomic profile of mono(2-ethylhexyl) phthalate (MEHP, the active metabolite of DEHP), the commercial plasticizer diisononyl cyclohexane-1,2-dicarboxylate (DINCH), and three recently proposed plasticizers: 1,4-butanediol dibenzoate (BDB), dioctyl succinate (DOS), and dioctyl maleate (DOM), using the immortalized TM4 Sertoli cell line. Results of gene expression studies revealed that DOS and BDB clustered with control samples while MEHP, DINCH and DOM were distributed far away from the control-DOS-BDB cluster, as determined by principle component analysis. While no significant changes in gene expression were found after treatment with BDB and DOS, treatment with MEHP, DINCH and DOM resulted in many differentially expressed genes. MEHP upregulated genes downstream of PPAR and targeted pathways of cholesterol biosynthesis without modulating the expression of PPAR’s themselves. DOM upregulated genes involved in glutathione stress response, DNA repair, and cholesterol biosynthesis. Treatment with DINCH resulted in altered expression of a large number of genes involved in major signal transduction pathways including ERK/MAPK and Rho signalling. These data suggest DOS and BDB may be safer alternatives to DEHP/MEHP than DOM or the commercial alternative DINCH.

## Introduction

Plasticizers are compounds that are added to brittle polymers, such as poly(vinyl chloride) (PVC), to increase their flexibility and malleability. It is estimated that in 2006, total plasticizer production totalled 5.8 million metric tons, of which phthalates made up 75% of production [1]. Di-(2-ethylhexyl) phthalate (DEHP) is the most commonly used phthalate for plasticizing PVC. It is able to plasticize PVC because it contains both polar moieties that ensure compatibility with the polymer, and non-polar moieties that are able to disrupt the polar interactions between adjacent PVC polymer chains [2]. During manufacturing, it is common for PVC products to contain up to 40% plasticizer (such as DEHP) by weight, but the final amount depends on the desired physical properties of a plastic [3]. One caveat of using DEHP is that it does not form covalent bonds with PVC; therefore, plasticizers can leach out over time into the environment ultimately resulting in human exposure [4, 5].

Although human exposure to DEHP is mainly due to leaching from PVC, it and other lower molecular weight phthalates can also be found in cosmetics where they are used as emulsifiers and solvents [6]. As a result of ubiquitous exposure, phthalates and their metabolites are readily found in urine, breast milk and serum [7]. Recent restrictions on the use of six phthalate compounds in selected products have been implemented to reduce the phthalate burden of neonates [8–10] as children who would chew phthalate containing plastics while teething or those who require extensive perinatal care had a phthalate burden as high as one to two orders of magnitude greater than adults [6, 11–13]. Combined with a smaller body mass and impaired metabolic pathways, neonates are one of the most vulnerable demographics to the effects of phthalates [14, 15].

Phthalates have well documented anti-androgenic effects [16], but the mechanism by which they exert these effects is still not fully understood. Pathways involving members of the peroxisome proliferator-activated receptor (PPAR) family have also been identified as potential mediators of phthalate toxicity. MEHP can activate several PPAR isoforms [17] and PPAR-alpha null Sv/129 mice have a milder phenotype than wild-type following treatment with DEHP [18]. In addition to direct pertubation of PPAR signalling, PPAR dysregulation can alter other nuclear receptor signalling pathways, such as the retinoic acid and thyroid hormone signalling pathways, by sequestering endogenous heterodimer binding partners or by biasing heterodimer formation [19, 20]. As nuclear receptor signalling via these and other nuclear pathways is important for proper gonadal development and spermatogenesis [21, 22], it has been proposed that phthalate exposure may in part be responsible for “testicular dysgenesis syndrome"; an umbrella term for clinical presentations of cryptorchidism, hypospadia, testicular cancer, and decreased sperm production that are believed to be caused by a common developmental etiology [23].

Phthalate reproductive toxicity is complex as multiple cell types have been proposed as targets [24]. The Sertoli cell is considered to be a mediator of phthalate toxicity as it has a critical role in gonadal sex-determination, testicular development, and spermatogenesis [25]. Several strains of immortalized Sertoli cells have been derived for *in vitro* use to simplify complex biological systems involving multiple cell types to pinpoint cell specific mediated toxicity. The 15P-1 Sertoli cell line is derived from transgenic adult mice expressing the large T protein of polyoma virus [26]. 15P-1 maintains the expression of Wilms’ tumor and Steel genes and can support meiotic differentiation of germ cells [26]. The MSC-1 cell line is derived from adult mice using small and large T-antigens from the SV40 virus. While it does not express the follicle stimulating hormone receptor, it maintains characteristic expression of transferrin, clusterin, and inhibin βb [27]. The TM4 Sertoli cell line is derived from 11–13 day old mice and resembles immature Sertoli cells. It is well characterized, has not been transformed, is not tumorigenic, and maintains many important aspects of Sertoli cell physiology. It is a particularly good model for endocrine disruption studies as it maintains the ability to respond to FSH stimulation, and expresses both androgen and estrogen receptors [28–30].

High-throughput *in vitro* and *in silico* methods combined with cell culture methods have provided the tools necessary to screen and identify deleterious compounds in an effective and cost-efficient manner [31]. Previous *in vitro* studies have shown MEHP can decrease pyruvate and ATP production while increasing reserves of intracellular lipids in Sertoli cells [25]. Phthalate monoesters can also disrupt Sertoli-germ cell cross-talk and promote germ cell apoptosis via FASL/FAS signalling pathway by increasing MMP2 activity and downstream cleavage of TNFα [32, 33]. Furthermore, phthalates can cause precocious release of germ cells into the lumen of the seminiferous tubules by disrupting ectopic specialization formation and other cytoskeletal components of Sertoli cells involved in germ cell transit [34].

A variety of alternative plasticizers have been proposed as possible replacements for DEHP, but there is a lack of data regarding their safety. S1 Table provides a list of several alternatives, and Fig 1 shows the compounds subsequently chosen for this study. Diisononyl cyclohexane-1,2-dicarboxylate (DINCH) is a commercial plasticizer marketed for applications involving close human contact [35]; however, there are very few peer-reviewed studies on its effects in biological systems [36]. Dioctyl succinate (DOS) and dioctyl maleate (DOM) are part of a series of proposed replacement plasticizers that structurally resemble phthalates [37–39]. Second generation dibenzoate plasticizers, such as 1,4-butanediol dibenzoate (BDB), have also been proposed to address concerns raised by commercial diethylene- and dipropylene-glycol dibenzoate plasticizers as the latter two compounds lead to the formation of persistent toxic metabolites in the presence of common soil microorganisms [40, 41].

**Fig 1:**
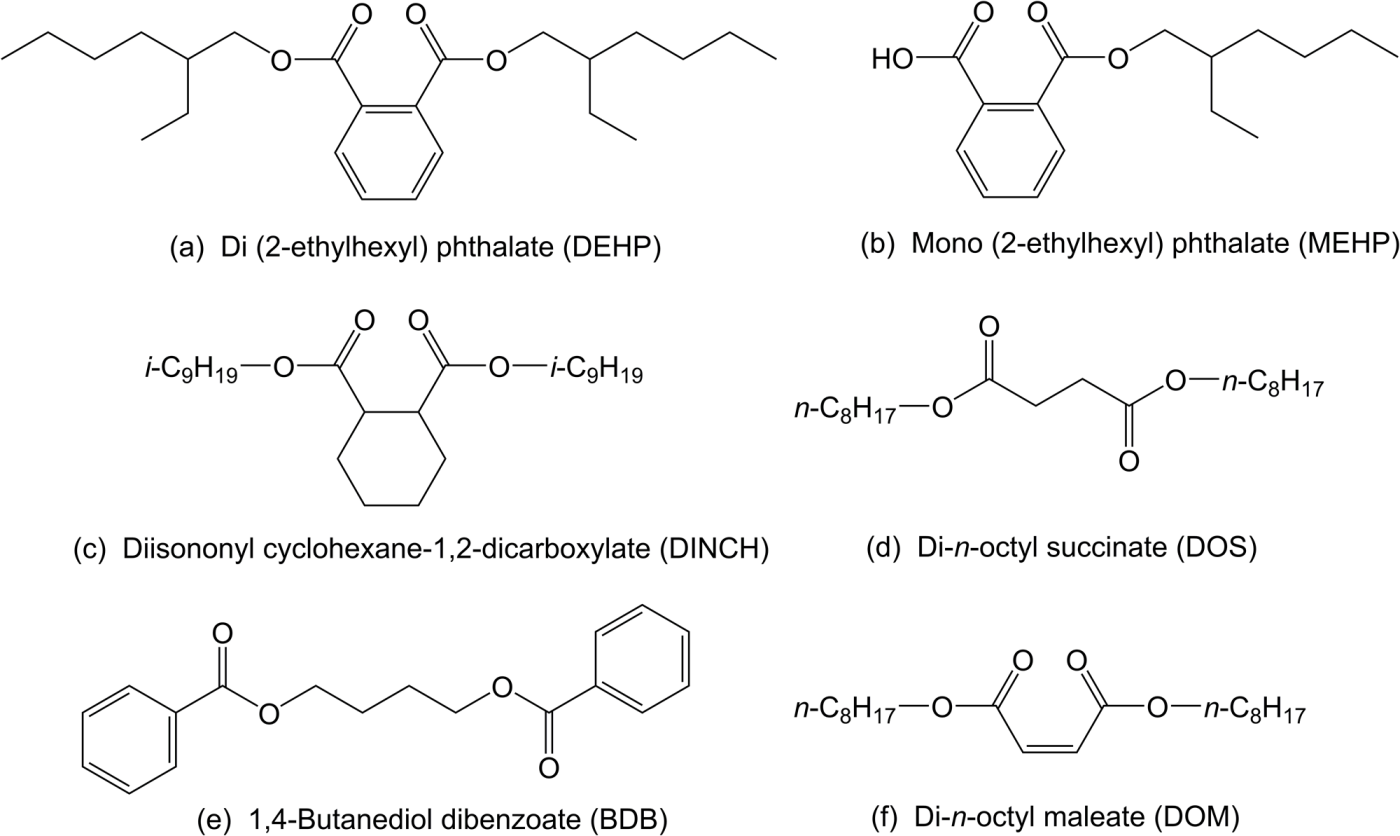
Chemical structures. The phthalate plasticizer DEHP (a) and its main bioactive metabolite MEHP (b), a current commercial replacement DINCH (c), and three alternative plasticizers: DOS (d), BDB (e), and DOM (f).

With the decrease in cost and increased sensitivity, microarray experiments have become effective for high-throughput xenobiotic screening [42]. By generating a toxicogenomic fingerprint, a novel compound can be compared to a database of known toxicants to predict unwanted toxicity [42, 43]. A similar toxicogenomic strategy using fetal testes from pups who were exposed to a series of phthalates during gestation successfully segregated developmentally toxic phthalates from inert ones with good correlations to previous findings in the literature based solely on differential gene expression [44]. Furthermore, phthalates deemed developmentally toxic targeted similar genes regulating steroidogenesis, lipid and cholesterol homeostasis, and several other important pathways [44]. Similarly, structure-function analysis and read-across has been used to identify families of compounds that share common mechanisms of toxicity [45]. Taken together, these strategies can be used to predict toxicity, prioritize screening, reduce development costs, and minimize the use of animals in toxicity screening of novel plasticizers before their commercial use [46, 47].

In this study, the toxicity of MEHP, the bioactive metabolite of DEHP, an alternative commercial plasticizer (DINCH), and three novel plasticizers (DOM, BDB and DOS) were assessed using cell viability and toxicogenomic methods in immortalized Sertoli cell lines.

## Materials & Methods

### Source of Chemicals

DEHP was purchased from Sigma-Aldrich Corporation (Cat#80030, St. Louis, MO), MEHP was purchased from Wako Pure Chemical Industries (Cat#323–65643, Osaka, Japan), DINCH was supplied by BASF Canada (Mississauga, ON). DOM, DOS, and BDB were synthesized as previously described [37–39]. In addition to these compounds, analogues shown in S1 Table were also tested for effects on cell viability in three immortalized cell lines. The maleates, succinates, fumarates were chosen due to their structural similarity to DEHP [37–39] while the dibenzoates are structurally similar to diethylene glycol dibenzoate plasticizers [40, 48]. These compounds were either synthesized in-house or purchased as indicated in S1 Table.

### Cell Cultures

MSC-1 (donated by Dr Robert Viger, Centre hospitalier universitaire de Québec, Charlesbourg, QC, cell line originally derived and characterized in [27]) and TM4 (CRL1715, ATCC, Manassas, VA) cells were cultured at 37°C with 5% CO_2_ in either DMEM supplemented with 10% FBS, and 0.5% Penicillin-Streptomycin (P/S) or DMEM:F12 (ATCC) supplemented with 2.5% FBS, 5% Horse Serum, and 0.5% P/S respectively. 15P-1 cells (CRL-2618, ATCC, Manassas, VA) were cultured at 32°C with 5% CO_2_ in DMEM supplemented with 5% FBS, 1% sodium pyruvate, and 0.5% P/S. All cell culture reagents were purchased from Wisent (St-Bruno, QC) unless otherwise indicated.

### Cell Viability Assay

The MTT assay is an indirect measurement of cell viability that measures the conversion of 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) to a purple formazan. This conversion occurs primarily in the mitochondria of living cells. Cells were seeded in Costar 96-well plates (Corning, Tewksbury, MA) and allowed to adhere for 24hrs. The culture media was aspirated and replaced with media containing either vehicle or plasticizer at concentrations ranging from 10^-8^ to 10^-4^M in 10 fold increments. Dimethyl sulfoxide (DMSO, Sigma-Aldrich, Oakville, ON) was used as vehicle at 0.4% at all concentrations except 10^-4^M where 1% DMSO was used; all values were compared to their respective vehicle control (S1 and S2 Figs). After 44hrs, 50μg of MTT (Millipore, Temecula, CA) was dissolved in 1x phosphate buffered saline (PBS; 1.71M NaCl, 0.03M KCl, 0.06M Na_2_HPO_4_·2H_2_O, 0.02M KH_2_PO_4_) and was added to each well for an additional 4hr incubation. Following incubation, the cell culture medium was carefully aspirated and the MTT crystals were dissolved using 100μL DMSO. The optical density was measured using a SpectraMax Plus 384 (Molecular Devices, Sunnyvale, CA) spectrophotometer. The absorbance at 620nm was subtracted from 570nm to correct for background.

### RNA Extraction, Quantification and Purity

TM4 cells were seeded in six-well plates containing 250,000 cells in each well and allowed to adhere for 24 hours. The culture medium was aspirated and fresh media with 10^-4^M treatment (DOS, BDB, MEHP, DOM, and DINCH) or vehicle (1.0% DMSO) were added and allowed to incubate for 48hrs.

Following incubation, the RNeasy Plus Mini Kit (Qiagen, Toronto, ON) was used for RNA extraction. The culture medium was aspirated and 600μL Buffer RLT supplemented with 6μL β-mercaptoethanol (Sigma-Aldrich, Oakville, ON) was added to each well. Samples were pipetted several times to mechanically disrupt the cells and stored at -80°C for future extraction. On the day of extraction, lysates were further homogenized using QIAShredder columns (Qiagen). RNA was extracted from the flow-through as per the manufacturer's instructions.

RNA purity was determined using a NanoDrop 2000 spectrophotometer (ThermoFisher, Waltham, MA) to determine 260/280 and 260/230 ratios in order to ensure samples did not contain DNA, and were free of chemical contaminants used during the extraction process that may affect downstream applications. RNA integrity, quantity, and purity were further analysed using the RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA) as per manufacturer’s instructions. All samples had integrity (RIN) values > 9.8 as determined using the 2100 Bioanalyzer (Agilent Technologies).

### Gene Expression Microarray

RNA was converted to cRNA and labeled with Cy3 using the Low Input Quick Amp Labeling Kit (Agilent Technologies) following the manufacture’s protocol starting with 100ng of RNA. Only samples yielding more than 1.65μg and having a specific activity greater than 9.0 pmol Cy3/μg cRNA were hybridized to microarray chips. This was determined using the NanoDrop 2000c (ThermoFisher). cRNA was hybridized to SurePrint G3 Mouse GE 8x60K Microarrays (Agilent Technologies) for 17 hours at 65°C. Microarray chips were scanned using the SureScan G2600D Microarray Scanner (Agilent Technologies). Probe intensities were converted to numerical values using Feature Extraction ver. 11.5.1.1 (Agilent Technologies) software with protocol GE1_1105_Oct12 and grid 028005_D_F_20110614. Probe values were imported into GeneSpring 12.6.1 GA-PA (Agilent Technologies) and normalized using percentile shift normalization to the 75^th^ percentile with a baseline transformation to the median of all samples. Each treatment was analysed independently of each other using 1% DMSO as a baseline sample. Every treatment had four biological replicates except DOS where one replicate was excluded due to high background. All microarray data have been uploaded to GEO (GSE66812).

PCA analysis on conditions was used to determine similarity between samples using GeneSpring 12.6.1 GA-PA (Agilent) software. The microarray data have been uploaded to GEO: Accession GSE66812.

### RT-PCR Validation of Microarray Data

The StepOne Plus Real-Time PCR System (Applied Biosystems, Burlington, ON) was used to determine relative quantities of mRNA to validate findings from the microarray experiment. Using the QuantiTect Primer Assay (see S2 Table, Qiagen) and Power SYBR Green RNA-to-CT 1-Step Kit (Applied Biosystems) 20ng of RNA was reverse transcribed with ArrayScript UP Reverse Transcriptase at for 48°C for 30 minutes. This step was followed by a 10 minute incubation at 95°C to activate AmpliTaq Gold DNA Polymerase. cDNA was amplified and quantified over 40 cycles that each consisted of a denaturing step at 95°C for 15 seconds, an annealing step at 55°C for 30 seconds, and an elongation step at 72°C for 30 seconds. SYBRGreen fluorescence was quantified during the elongation step. A continuous melt curve from 60°C–95°C with 1% temperature increments was used to detect non-specific amplification to ensure accurate transcript quantification. All samples were run in triplicate with five biological replicates. *Hprt* was validated and used as a housekeeping gene to normalize starting RNA quantities. Relative expression was quantified using the ΔΔCt method. A reference sample was generated from a mixture of RNA from one biological replicate of all experimental conditions. Validated genes were selected based on relevant biological function, pathways, or fold changes found in the microarray datasets.

### Pathway Analysis

Probes within the 20-100th percentile after normalization, and registered as detected in at least one of two experimental conditions (control or treatment), were kept for analysis. Significance from this reduced list of entities was determined using a moderated t-test with Benjamini-Hochberg FDR correction and an asymptotic p-value computation. Probes with a fold change greater than 1.5 relative to controls and statistically significant were exported to Ingenuity Pathway Analysis v. 21249400 Sept 2014 (Qiagen, Redwood City, CA).

### Statistics

For cell viability assays, families of compounds were studied in independent groups of 5–6 compounds (see S1 Table for grouping). Each group shared a common control of either 0.4% or 1.0% DMSO. For each group two statistical analyses were done. For the high concentration (10^-4^M) significance was determined by one-way ANOVA (factor being compound) followed by Dunnett’s correction for multiple comparisons. This group usually contained 5–6 family comparisons. For lower concentrations, two-way ANOVA (factors being compound and concentration) followed by Dunnett’s multiple comparison test was used to determine significance. In this second case, a family was comprised of 20–24 comparisons. This method of analysis was selected due to the shared control DMSO sample. For qPCR experiments, one-way ANOVA corrected by Dunnett’s multiple comparison test was used for significance. All statistical analyses were computed using GraphPad Prism 6.05 (GraphPad Software, La Jolla, CA).

## Results

### Cell Viability

Using the MTT assay, several families of plasticizers were studied for their effects on cell viability (S1 and S2 Figs). Plasticizers in the succinate and dibenzoate families generally had the least effect on cell viability compared to control while maleates and fumarates greatly decreased viability in most cases. Based on both desirable plasticizing properties and biological impact on cell viability, BDB and DOS were selected as safe alternative plasticizers while DOM was selected as a positive control, i.e., a plasticizer predicted to be toxic. From the supplemental data, the candidates used for further screening are presented in Fig 2. DEHP significantly decreased viability in all three cell lines examined with the most prominent effect being a 40% decrease in the 15P-1 cell line (p≤0.05) at 10^-4^M. DOM significantly decreased cell viability in both MSC-1 and 15P-1 cell lines at 10^-4^M. MEHP, DBD, DOS, and DINCH treatments did not change cell viability in any Sertoli cell line tested. 

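TM4 cells are an immortalized Sertoli cell line from mouse testis. For the gene expression experiment they were treated for 48 hr with 100 μM MEHP, DINCH, DOM, BDB or DOS, or with the 1% DMSO vehicle alone. RNA from each culture was labelled with Cy3 and hybridized to its own 1-colour Agilent mouse array, and the 23 arrays lay on 3 slides. There were 4 arrays each for DMSO, MEHP, DINCH, DOM and BDB and 3 for DOS. An array has no read depth, so the number of arrays limits the precision, and brightness over background stands in for depth. The 75th percentile of the processed signal had a median of 279.1 for DMSO (range 234.1 to 320.4), 288.7 for MEHP (237.4 to 326.8), 242.6 for DINCH (204.6 to 292.8), 300.1 for DOM (257.7 to 350.7), 265.3 for BDB (222.4 to 289.6) and 246.6 for DOS (218.1 to 256.4). Between 43.4% and 52.2% of the non-control spots of an array were well above background, with a median of 46.5%, and no spot was saturated. The deposited intensities were background-subtracted and detrended by the authors' extraction software but not scaled between arrays. Here each array's log2 intensities were set relative to its own 75th percentile, as in the authors' methods, spots marked as outliers were left out, and spots of the same probe were averaged. A probe was tested against DMSO when it was well above background and at or above the 20th percentile on every array of the treatment or of DMSO. Tests used limma's moderated statistics on the log2 values of that treatment and DMSO only, with Benjamini-Hochberg adjustment over the tested probes. A gene was called when any of its probes had an adjusted p below 0.05 and a change of more than 1.5-fold. Probes were named through their RefSeq accessions, which gave 20145 gene names for 26582 of the 55681 non-control probes. The gene lists, except one of interferon-induced genes, the settings and their alternatives were fixed before the data were examined. Because all compounds were compared with the same 4 DMSO arrays, chance deviations of those arrays enter every comparison.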

In order to understand the adaptive processes that take place in the absence of cell death, the TM4 cell line was selected for microarray studies.

**Fig 2:**
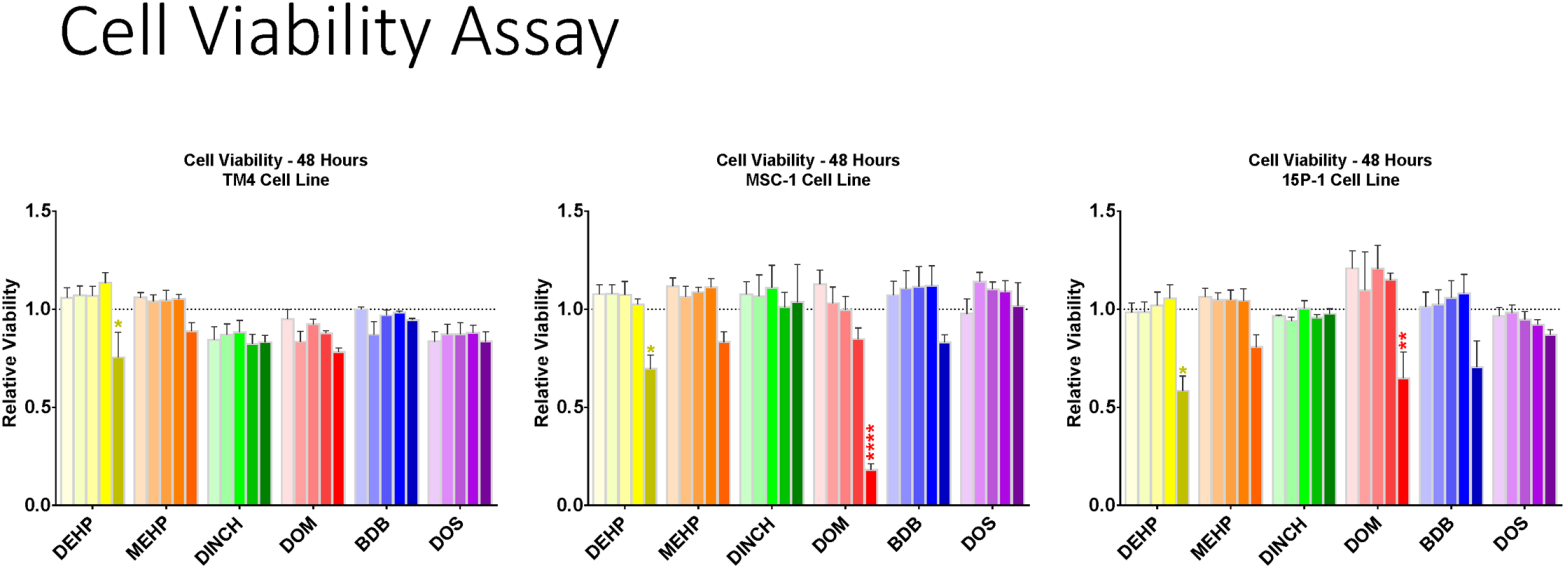
Cell viability following 48hr treatment. Values are expressed as a ratio of either 0.4% or 1.0% DMSO control (see S1 and S2 Figs). Viability was measured by the colorimetric MTT assay using concentrations of 10^-8^, 10^-7^, 10^-6^, 10^-5^, 10^-4^M (lightest to darkest bars) in (a) TM4, (b) MSC-1, (c) 15P-1 immortalized Sertoli cell lines. * = p≤0.05; ** = p≤0.01; **** = p ≤ 0.0001; n = 3–5 plated in triplicate.

### Principle Component Analysis

In order to determine the overall gene transcript relationships in TM4 cells after treatment, a principle component analysis was done. This analysis is a mathematical algorithm that uses variation in datasets to determine principle components. Sample variance is plotted in three-dimensional space with similar treatments in close proximity (Fig 3). 

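The log2 values of the 55681 non-control probes were averaged within each of the 6 groups, and principal components were computed from the group means, so that differences between replicate arrays did not enter. The first 3 components held 38.7%, 19.3% and 15.7% of the variance between the group means. With the averaging done on unlogged intensities, a choice that lets the brightest probes dominate, the first component alone held 71.0%. When the 23 arrays were analysed one by one, the first 3 components held 16.1%, 10.6% and 8.45% of the variance. Treatment group accounted for 29.6% of the variance between arrays, where 22.7% would be expected for 6 groups without any effect. The slide accounted for 12.5% (9.09% expected for 3 slides) and the position of the array in 1 of the 4 rows of a slide for 15.0% (13.6% expected).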

PCA analysis determined three major components representing 37.56%, 20.82% and 15.35% of variance between all samples. BDB and DOS clustered closely to the control sample with vector magnitudes of 23,703 and 29,931 units respectively from the 1.0% DMSO sample. In comparison, MEHP (63,217), DINCH (97,601), and DOM (122,994) all clustered further away from control.

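Over the first 3 components of the group means, BDB lay 9.62 log2 units and DOS 70.9 log2 units from DMSO. Over all 55681 probes the distance was 78.2 for BDB and 87.6 for DOS. Distances between means of 3 or 4 arrays are above 0 through replicate error alone. When the BDB and DMSO arrays were relabelled in each of the 35 possible ways, the median distance was 78.5, and 21 of the 35 labellings gave a distance at least as large as the real one (exact permutation test on the distance over all probes, p = 0.6). For DOS the median was 89.7 and 26 of 35 labellings were as large (exact permutation test, p = 0.743). Neither distance was thus larger than the spread between replicates.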

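MEHP lay 25.6 log2 units from DMSO over the 3 components, DINCH 84.5 and DOM 110.8. DOS was therefore farther from DMSO than MEHP on this scale. The distances over 3 components moved strongly with single arrays. With any 1 MEHP array left out, so that MEHP had 3 arrays as DOS did, the distance for MEHP was 77.8 to 88.7, and without DMSO replicate 1 it was 101.3. For BDB it was 70.6 without DMSO replicate 1. When only the 25019 probes above background were used, the order became BDB (18.3), DOS (22.8), MEHP (28.0), DINCH (55.1) and DOM (83.3). The permutation test over these probes gave p = 0.0286 for DINCH and DOM, 0.0571 for MEHP, 0.0857 for BDB and 0.4 for DOS. Over all probes the distances were 87.6 for MEHP, 94.2 for DINCH and 119.2 for DOM. None of the other relabellings of the DOM and DMSO arrays gave a distance as large as the real one (exact permutation test, p = 0.0286, the smallest value that 35 labellings allow). The corresponding exact permutation p was 0.143 for DINCH and 0.314 for MEHP. After Benjamini-Hochberg adjustment over the 5 compounds the value for DOM was 0.143, the smallest that 1 compound alone can reach with 35 labellings, and no distance passed. From such distances the paper places BDB and DOS close to the control and MEHP, DINCH and DOM further away (Fig 3).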

**Fig 3:**
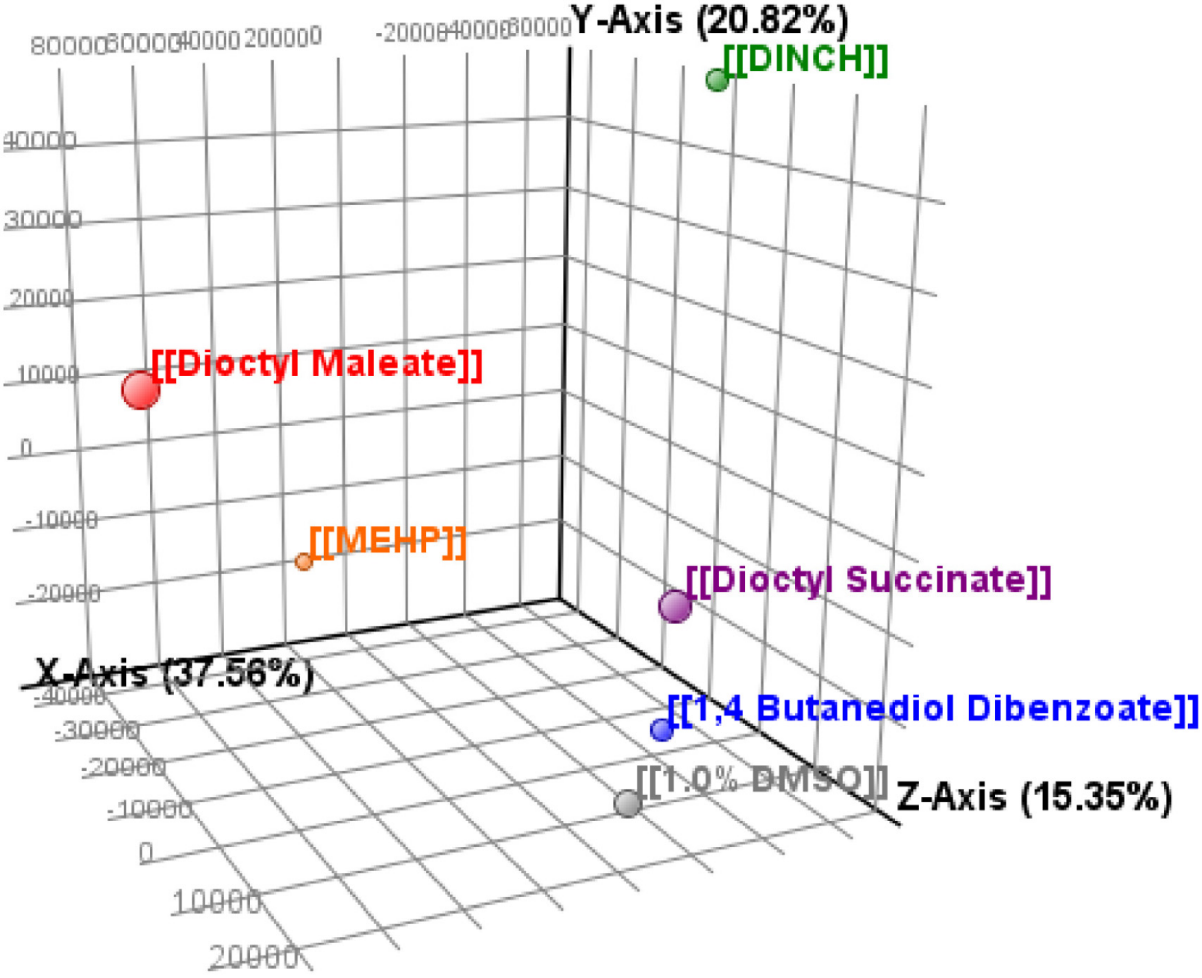
Principle component analysis of microarray data. TM4 Sertoli cells treated with 10^-4^M vehicle (DMSO), MEHP, DINCH, DOM, DOS or DBD for 48hr. n = 4 in all cases except DOS where n = 3.

### Differential Gene Expression

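For BDB, 24292 probes of 11969 genes were tested with limma on 4 BDB and 4 DMSO arrays. None passed, and the smallest adjusted p was 0.0682, for Dach2, whose log2 fold change was −1.49 (standard error 0.21). Over the other settings that kept all arrays the change of Dach2 ran from −1.50 to −0.30. At an unadjusted p below 0.05 there were 3495 probes, where about 1215 would be expected by chance. For DOS, 24209 probes of 11936 genes were tested on 3 DOS and 4 DMSO arrays, and none passed. The smallest adjusted p was 0.339, shared by Aldh1a1, which was 0.79 log2 units higher than in DMSO (standard error 0.10, higher on 3 of 3 DOS arrays). There were 1725 probes at an unadjusted p below 0.05, against about 1210 expected. The count for BDB depended on the setting. It was 0 with the replicate pairs as a block, 100 genes with the slide as a block, 120 with all 6 groups fitted together, 82 with a variance trend, 42 after normexp background correction and 19 when only the brightest probe of each gene was tested. For DOS, 2 genes were called after normexp correction and 0 under the other settings that kept all arrays.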

DOS and BDB did not have any differentially expressed genes at 10^-4^M after statistical corrections were applied relative to the 1.0% DMSO control (Fig 4). 

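MEHP treatment called 202 genes of the 11948 tested, 135 of them higher and 67 lower than in DMSO, and 46 of these changed by more than 2-fold. DINCH treatment called 984 of 11913 genes, 505 higher, 478 lower and 1 with probes in both directions, and 246 changed by more than 2-fold. The median size of the change among called probes was 1.71-fold for MEHP and likewise 1.71-fold for DINCH. The filter on dim probes moved these counts most: without it 3 genes were called for MEHP and 97 for DINCH. Leaving out 1 array at a time gave between 88 (without MEHP replicate 2, and likewise without replicate 4) and 237 (without DMSO replicate 1) genes for MEHP, with 97 without DMSO replicate 3 and 116 without MEHP replicate 1. For DINCH the range was 571 (without DMSO replicate 3) to 1055 genes. The 5 genes that rose most with MEHP were Pdk4, Angptl4, Rec114, Dnaaf3 and Aldh1a1. The call of Rec114 was lost in 12 of the 19 other settings and arrays left out, and its change fell from 2.15 to 0.43 after normexp correction. With DINCH they were Dnaaf3, Myom2, Upk3bl, Mt2 and Plekhs1. Dnaaf3 was not well above background on any DMSO array and was at least 2.53-fold higher with MEHP and at least 3.00-fold with DINCH. The call of Dnaaf3 was lost in 7 of the 19 with MEHP and in 2 with DINCH. Myom2 rose by 2.34 log2 units and Mt2 by 2.16, and the call of Mt2 was lost in 7 of the 19, among them each DMSO array left out. Upk3bl and Plekhs1, which were well above background on 1 and 3 of the 4 DMSO arrays, rose by 2.32 and 1.98, and after normexp correction by 0.68 and 0.81.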

MEHP had relatively few genes changed, while DINCH had 1,261 uniquely mapped genes up-regulated and 753 down-regulated by 1.5 fold or greater. DOM had 2,014 differentially expressed genes with the largest overall magnitude fold-changes compared to MEHP and DINCH. 

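DOM treatment called 2463 of the 12005 genes tested, 1188 higher, 1274 lower and 1 in both directions, and 925 of them changed by more than 2-fold. The median change of the called probes was 1.83-fold. Under the other settings that kept all arrays, the count lay between 1627 after normexp background correction and 2594 with the slide as a block. Quantile normalization in place of the percentile shift turned the balance from fewer to more genes higher than DMSO, with 1374 higher and 1092 lower. Saa3 fell most. It was not well above background on any DOM array and was well above background on all 4 DMSO arrays, which makes it at least 17.7-fold lower. Dyrk4 likewise was at least 5.52-fold lower. These bounds set the DMSO mean against the lowest signal that counted as above background on each DOM array. Among genes measured in both groups, Slamf9 (log2 fold change −3.58) and Car6 (−3.55) fell most, and Mgp (3.49) and Pdk4 (3.46) rose most.

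**Figure D1:**
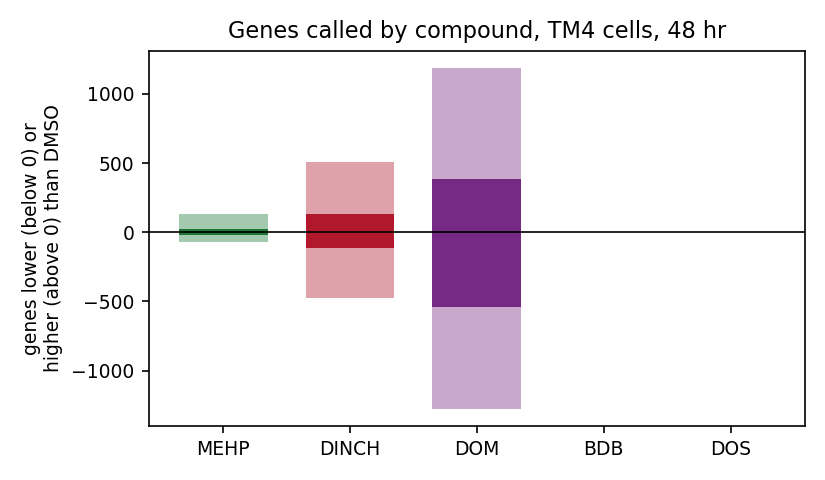
Number of genes called higher (above 0) or lower (below 0) than in DMSO for each compound. Pale bars count changes of more than 1.5-fold and dark bars changes of more than 2-fold, and DOM has 1188 higher and 1274 lower while BDB and DOS have 0.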

Almost a third (226/648) of the genes significantly changed after DINCH treatment overlapped with those changed after treatment with DOM (Fig 5).

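Of the 984 genes called for DINCH, 390 were also called for DOM, which is 39.6% of the DINCH genes and 15.8% of the DOM genes. If the lists were unrelated, 195.1 shared genes would be expected among the 11866 genes tested in both comparisons (one-sided Fisher's exact test, p = 2.5e-51). Both comparisons use the same DMSO arrays, which can make calls coincide, and the expected number does not allow for this. Without DMSO replicate 3 the overlap was 227 genes, and leaving out any other single array kept it at no more than 419. MEHP shared 117 of its 202 genes with DINCH and 132 with DOM. Genes shared by MEHP and DINCH but not DOM numbered 42, with 12 without DMSO replicate 3 and 64 without DMSO replicate 1. Those shared by MEHP and DOM but not DINCH numbered 57, with 25 without MEHP replicate 2 and 73 without DINCH replicate 4.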

**Fig 4:**
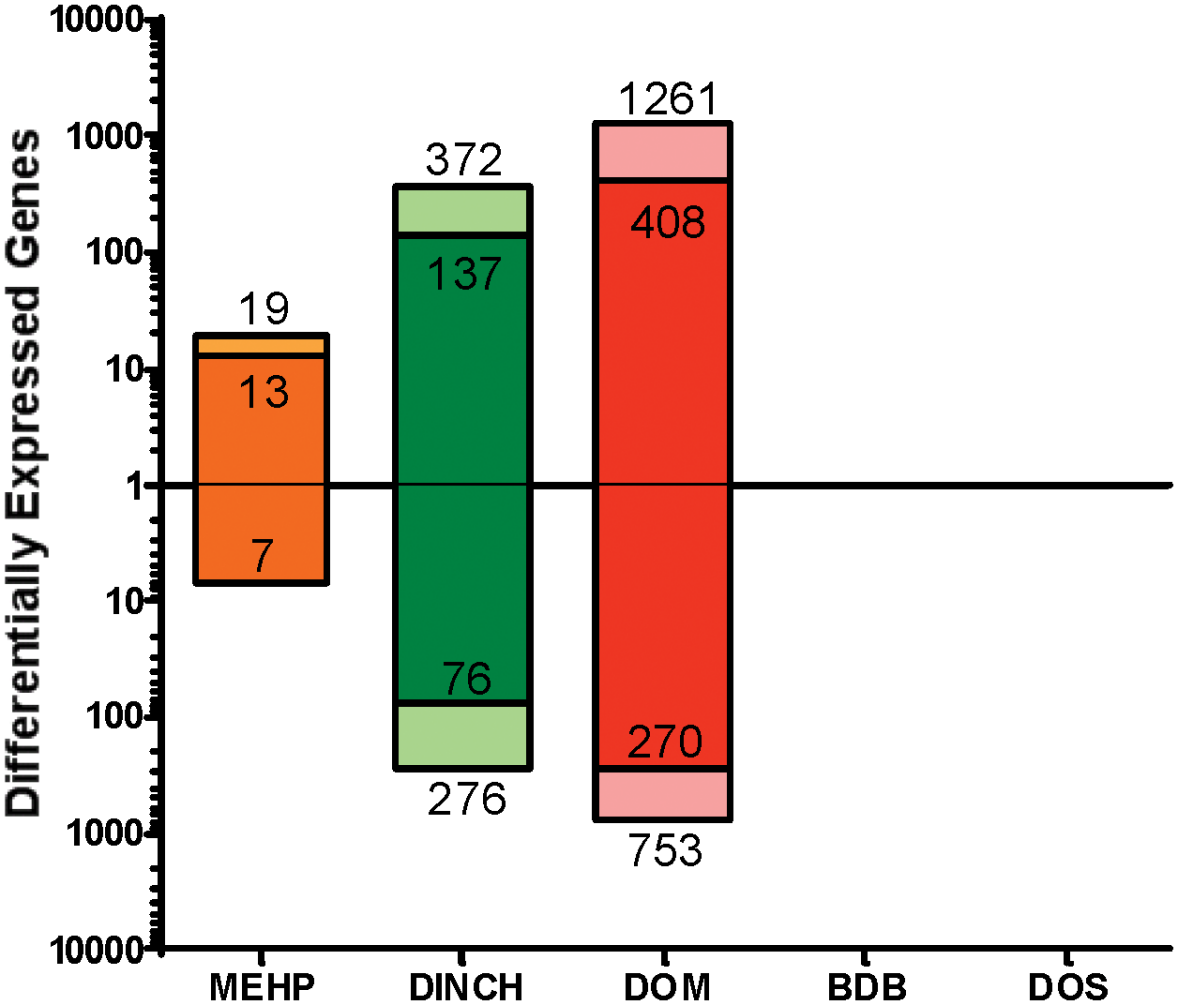
The number of uniquely mapped genes significantly changed following 48hr treatment of TM4 Sertoli cells. Saturated color (inner bar) indicates unique mapped genes that were significantly changed by >2.0 fold determined by moderated t-test and Benjamini-Hochberg FDR correction (P>0.05) while lighter bars represent genes that were changed by > 1.5 fold with the same statistical criteria.

**Fig 5:**
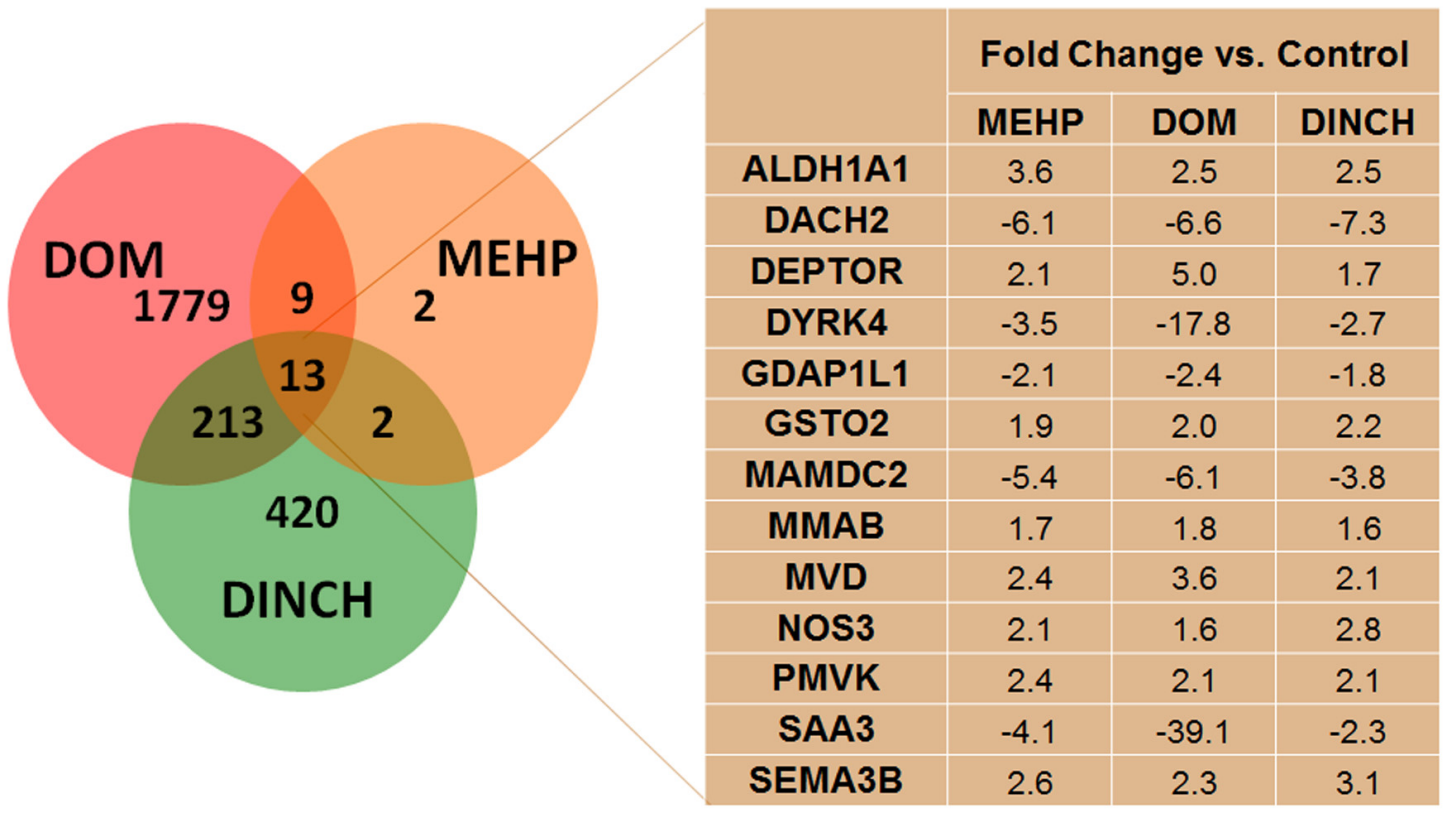
Commonalities in differential gene expression following treatment of TM4 Sertoli cells for 48 hours. Left panel: Venn diagram of distinct and common genes between DINCH, MEHP and DOM treatment groups (10^-4^M) with changes in expression greater than 1.5 fold. Right panel: Table showing 13 genes common to the three treatments and the fold changes in response to treatment.

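The genes called for all of MEHP, DINCH and DOM numbered 75. Of these, 67 changed in the same direction with the 3 compounds. Pdk4 rose by 3.61 log2 units with MEHP (standard error 0.08, adjusted p = 1.6e-07 from limma), by 1.20 with DINCH (0.22, adjusted p = 0.0129) and by 3.46 with DOM (0.23, adjusted p = 0.000108). Its log2 level was −1.44 ± 0.10 (SD, n = 4) in DMSO. Angptl4 was at 3.87 ± 0.51 (SD, n = 4) in DMSO and rose by 3.27 with MEHP and by 3.02 with DOM, whereas it fell by 2.72 with DINCH (standard error 0.40, adjusted p = 0.00624). Mvd, which encodes mevalonate diphosphate decarboxylase, was higher by 1.27, 1.04 and 1.85 log2 units with MEHP, DINCH and DOM. Pmvk, which encodes phosphomevalonate kinase, was higher by 1.27, 1.04 and 1.07. For these 4 genes each treated array lay beyond all DMSO arrays. Dach2 was not well above background on any MEHP or DINCH array and was at least 2.62-fold and 2.13-fold lower there than in DMSO. The count of shared genes was 0 without the filter on dim probes, 34 when detection on 1 array was enough, and 30 after normexp correction, and 38 without DMSO replicate 3.

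**Figure D2:**
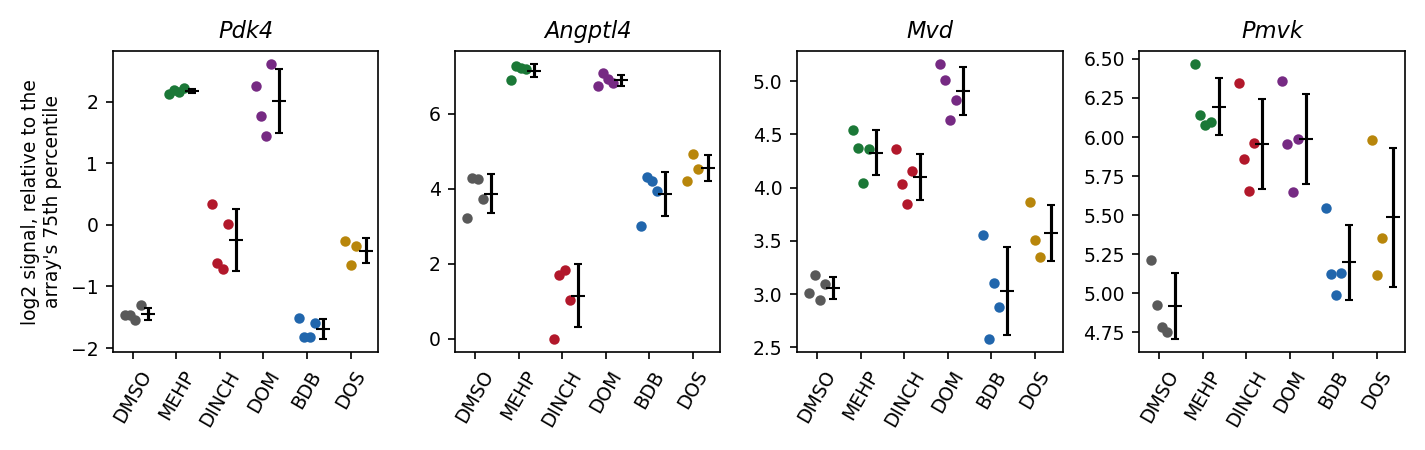
Log2 signal of Pdk4, Angptl4, Mvd and Pmvk on each array, relative to the array's 75th percentile. Points are arrays, and the line and bar beside them are the group mean and SD. Angptl4 lies above DMSO with MEHP and DOM and below it with DINCH.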

Thirteen genes were differentially regulated after MEHP, DINCH and DOM treatments. Of these shared genes, *Mvd* and *Pmvk* were validated by qPCR (Fig 6d and 6e) because of their involvement in cholesterol biosynthesis. These genes are also downstream targets of SREBF2 [49], which is a transcription factor predicted to be activated by MEHP treatment in our dataset (z-score = 2.0; p≤2.48e-6), and has an important role in cholesterol homeostasis. 

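The transcript of Srebf2 itself was 0.32 log2 units higher with MEHP than in DMSO (standard error 0.12, adjusted p = 0.215 from limma) and was not called for any compound. Its targets were examined with a list of 13 genes outside the cholesterol pathway. With MEHP, 3 of the 11 tested genes of this list were called, all higher, where 0.186 would be expected by chance (one-sided Fisher's exact test, adjusted p = 0.00267 over 30 tests of lists and compounds). Without the filter on dim probes the list did not pass (adjusted p = 1). Insig1 was among them with a log2 fold change of 0.82, as was Fasn with 0.61, both chosen for mention after their values were seen. The median over the list was 0.50, and 10 of 11 genes lay above 0. With DOM 3 of 11 genes were called against 2.26 expected (adjusted p = 0.521), although the median was 0.51 and 10 of 11 genes lay above 0 and the list passed by camera (adjusted p = 0.00041) and fry (adjusted p = 0.00011). With DINCH 2 were called against 0.909 (adjusted p = 0.382), with a median of 0.17 and 7 of 11 genes above 0. There the list passed by fry (adjusted p = 0.0166) and not by camera (adjusted p = 0.147).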

In order to further verify our model, *Pdk4* and *Angptl4* were validated (Fig 6a and 6b) as both are downstream targets of PPAR, and Pdk4 is known to be upregulated following treatment with MEHP [50]. All four genes were significantly upregulated after treatment with both MEHP and DOM.

**Fig 6:**
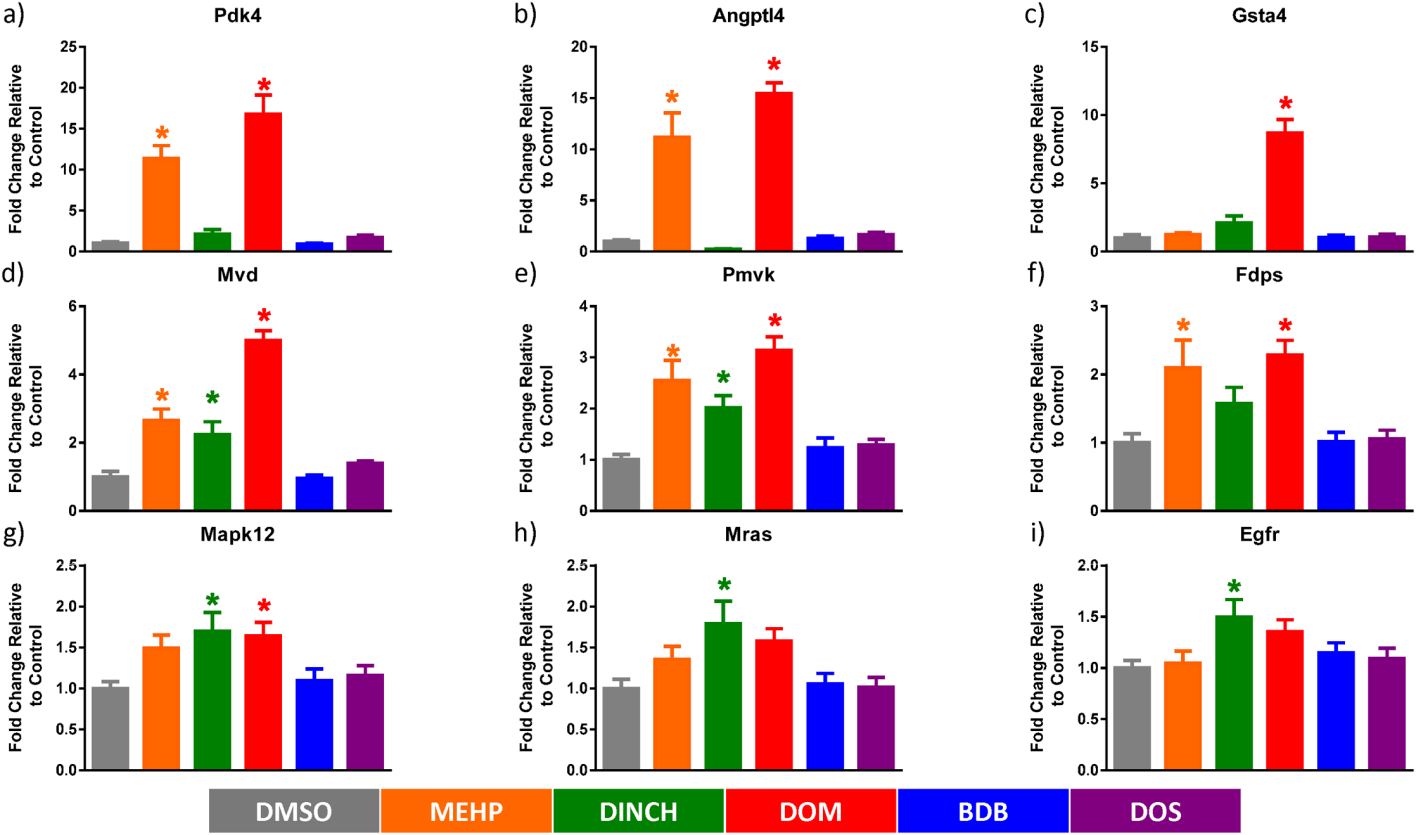
Gene expression quantification by qPCR for selected transcripts after treatment of TM4 cells with 10^-4^M plasticizers. Values are normalized to the DMSO control sample which was set to 1. Graphs have been organized by the magnitude of the scale of the axis. Significance was determined by one-way ANOVA corrected by Dunnett’s multiple comparison test. n = 4–5 biological replicates plated in triplicate. * P<0.05

### Pathway Analysis

To understand the biological relationship of differentially expressed genes, those genes that were significantly changed by 1.5 fold or more were imported into Ingenuity Pathway Analysis. 

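All 10 genes that Table 1 lists for MEHP were called here in the listed direction. Without the filter on dim probes 1 of the 10 was called. These genes were selected by the paper on the same samples, so their agreement in sign is not independent evidence. A textbook list of 22 cholesterol biosynthesis enzymes was tested as well. The paper had already reported this pathway from these arrays, so the list is not independent evidence either. With MEHP 16 of the 22 were called, all higher than in DMSO, where 0.372 would be expected (one-sided Fisher's exact test, adjusted p = 5.0e-23). Without the filter, where 3 genes were called for MEHP, the list did not pass (adjusted p = 1). The median change of the list was 0.68 log2 units and 21 of 22 enzymes lay above 0. Of the nuclear receptor genes of Table 1, Aldh1a1 was 1.85 log2 units higher with MEHP (standard error 0.08, higher on 4 of 4 arrays) and Cpt1a was also called higher. Where the test allowed the genes of a list to be correlated by an amount estimated from these arrays, only the enzymes and the SREBF2 targets with MEHP stayed under an adjusted p of 0.05 (each 0.025), out of the 13 of 30 tests that passed Fisher's test.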

The MEHP dataset was enriched for genes involved in cholesterol biosynthesis and nuclear receptor signalling pathways (Table 1). The DOM dataset was downregulated for genes involved in DNA replication, folate metabolism, and cell-cycle progression, and upregulated for genes involved in xenobiotic metabolism, aryl hydrocarbon signalling, glutathione mediated detoxification, oxidative stress responses, and cholesterol biosynthesis (Table 2). 

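Of the 152 genes that Table 2 lists for DOM, 148 were tested and 139 were called in the listed direction. Some were called only on another probe than the brightest, among them Acox3 and Dnaja1. Both are listed as up, and their brightest probes changed by −0.26 and −0.04 log2 units. DNA replication was lower as a whole. Of 36 replication genes on a textbook list, 31 were called and all were lower, against 7.39 expected (one-sided Fisher's exact test, adjusted p = 7.7e-16 over the 30 tests). Their median change was −0.95 log2 units and 0 of 36 lay above 0. Mcm5 changed by −1.71. Of 16 folate and one-carbon enzymes 8 were called, all lower (adjusted p = 0.0223), and of 20 cytosolic aminoacyl-tRNA synthetases 13 were lower (adjusted p = 0.000119). The synthetases did not pass after quantile normalization. Of 22 cholesterol biosynthesis enzymes 19 were higher (adjusted p = 6.5e-10), with a median change of 0.97. For aryl hydrocarbon signalling, Cyp1a1 was not well above background on any array of these groups. Only 4 of 10 listed aryl hydrocarbon receptor targets could be tested, and 3 were called (adjusted p = 0.0626). With the rotation test fry, which keeps the correlation between genes, each of these lists had an adjusted p below 0.001. With camera and a correlation estimated from these arrays none of the lists passed for DOM, and the lowest adjusted p was 0.0739. From the tables the paper describes a decrease in replication, folate metabolism and cell-cycle progression together with an increase in detoxification and oxidative stress responses.

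**Figure D3:**
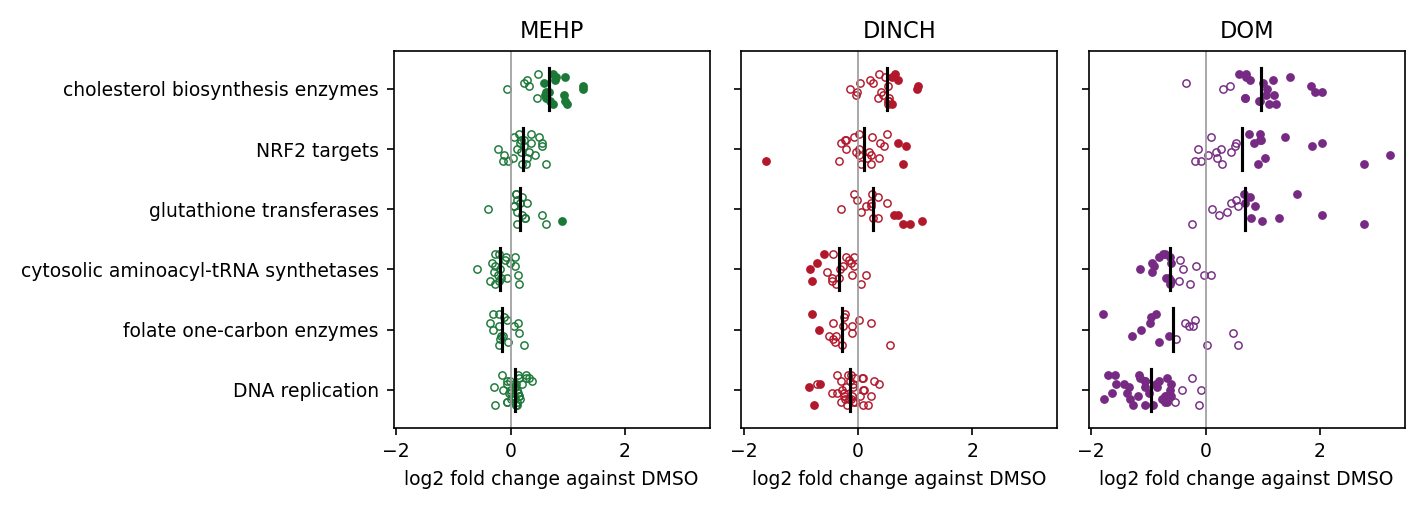
Log2 fold change against DMSO of each tested gene in 6 lists, for MEHP, DINCH and DOM. Filled points are called genes, open points are not called, and the vertical bar is the median of the list. With DOM the median of the replication genes is −0.95 and that of the cholesterol enzymes 0.97.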

Findings were confirmed by qPCR by validating *Gsta4* and *Fdps* (Fig 6c and 6f) in addition to other targets previously mentioned. In addition to the oxidative stress and cholesterol biosynthesis pathways previously observed, treatment with DINCH generally upregulated genes involved in ERK/MAPK, Ephrin, and Rho signalling pathways (Table 3). Furthermore, many of these pathways were assigned z-scores above 2 by the pathway analysis software, suggesting that based on the directionality of our gene expression dataset, these pathways are predicted to be activated. These findings were confirmed by qPCR for *Mapk12*, *Mras*, and *Egfr* (Fig 6g, 6h and 6i). 

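Of 57 genes listed for DINCH in Table 3, 55 were tested and 50 were called in the listed direction. In the ERK/MAPK pathway 11 of 12 were called and in the ephrin receptor pathway 12 of 14. These include Ppp1r7 and Itsn1, called on another probe while their brightest probes changed by −0.04 and 0.04 log2 units. Gna13, which is listed as upregulated in several pathways, had a log2 fold change of 0.02 (adjusted p = 0.904 from limma) and Sept8 one of −0.18 (adjusted p = 0.412). Mapk12 was 0.79 log2 units higher with DINCH (standard error 0.13, adjusted p = 0.00937) and Mras 0.89 higher (0.15, adjusted p = 0.00914), both above all DMSO arrays on 4 of 4 DINCH arrays. Mras was called on 1 of its 3 probes. The brightest probe of Egfr was 0.36 higher (0.13, adjusted p = 0.111) and was not called, while another of its 3 probes was. Of the cholesterol enzymes, 6 of 22 were called, all higher (one-sided Fisher's exact test, adjusted p = 0.0221 over the 30 tests), and this passed in 3 of the 8 analyses that left out 1 array. After normexp correction 30 of the table's genes were called, and 8 without the filter on dim probes.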

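Transcripts that follow ERK activity were examined with a list of 19 genes, among them negative feedback regulators and early response genes. With DINCH 6 of the 17 tested were called and all were lower than in DMSO, against 1.40 expected (one-sided Fisher's exact test, adjusted p = 0.00583). The median change was −0.74 log2 units and 2 of 17 genes lay above 0. With the replicate pairs as a block Spry2 was also called lower (−0.98) and Dusp4 higher (0.88), both chosen after their values were seen. Spry1 changed by −2.05 (standard error 0.45, lower on 4 of 4 DINCH arrays), Etv5 by −1.65 and Egr1 by −1.77. Fos changed by −1.81 and was well above background on 1 of the 4 DINCH arrays. Spry1, Etv5 and Egr1 were chosen for mention after their values were seen, and Fos is listed among the lower genes of Table 3. The list did not pass without the filter on dim probes or when detection on 1 array was enough, and leaving out DMSO replicate 2 raised the adjusted p to 0.183 and leaving out DMSO replicate 3 to 0.104. By camera with a correlation estimated from these arrays the adjusted p was 0.254. Over the alternatives that kept all arrays it was at most 0.263. With MEHP 0 and with DOM 3 of the 17 genes were called (adjusted p = 1 and 0.85). The paper bases its prediction of activated pathways on the direction of the pathway genes in Table 3. It also reports qPCR of Mapk12, Mras and Egfr as bearing these findings out.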

Tables 1, 2 and 3 show selected pathways that were significantly enriched in our dataset and genes that were differentially regulated by 1.5 fold or greater. More details regarding the proportion of matching entities, the log (p-value), and the directionality of the response for each plasticizer can be found in the appropriate tables.

**Table 1:** Pathway Analysis of 10^-4^M MEHP gene expression in TM4 cells^1^.

Pathway	-log(p-value)	Ratio	z-score	Upregulated	Down-regulated
PXR/RXR Activation	2.46	2/59 (0.04)	N/A	*Aldh1a1*, *Cpt1a*	
RAR Activation	2.69	3/172 (0.02)	N/A	*Aldh1a1*, *Tgfb2*	*Dhrs3*
Aryl Hydrocarbon Receptor Signaling	3.04	3/130 (0.03)	N/A	*Aldh1a1*, *Tgfb2*, *Gsto2*	
Superpathway of Cholesterol Biosynthesis	9.43	5/27 (0.19)	N/A	*Mvd*, *Nsdhl*, *Pmvk*, *Acat2*, *Lss*	

^1^The tables list pathways deemed to be significantly enriched in each dataset according to Ingenuity Pathway Analysis. The first column is the curated name of the pathway. The second column is the −log(p-value) associated with this pathway determined by the software using a Fisher’s exact test. The ratio column is the number of entities in a dataset that match the entities in the curated pathway with the value in brackets representing the ratio. The z-score is a value assigned by the software to indicate whether a pathway is predicted to be activated or repressed when sufficient data is available. The last two columns mention genes that are either up- or down-regulated in our dataset that are also members of the curated pathway.

**Table 2:** Pathway Analysis of 10^-4^M DOM gene expression in TM4 cells^1^.

Pathway	-log(p-value)	Ratio	z-score	Upregulated	Down-regulated
PXR/RXR Activation	2.46	2/59 (0.04)	N/A	*Aldh1a1*, *Cpt1a*	
Mismatch Repair in Eukaryotes	1.74	5/16 (0.32)	N/A		*Pcna*, *Rfc4*, *Msh3*, *Fen1*, *Rfc5*
VDR/RXR Activation	1.95	15/78 (0.2)	-1.414	*Foxo1*, *Runx2*, *Hoxa10*, *Ncor1*, *Sema3b*, *Cst6*, *Prkd3*, *Prkca*	*Bglap*, *Spp1*, *Ccnc*, *Ccl5*, *Hes1*, *Klf4*, *Cxcl10*,
Cyclins and Cell Cycle Regulation	2.5	16/75 (0.22)	-2.53	*Hdac9*, *Abl1*, *Ccnb2*, *Hdac5*, *Tgfb1*, *Ppm1l*, *Tgfb3*, *Btrc*, *Gsk3b*	*Pa2g4*, *Suv39h1*, *Cdkn2b*, *Ccnb1*, *Cdkn2d*, *Ccne1*, *E2f2*
Xenobiotic Metabolism Signaling	2.96	40/239 (0.17)	N/A	*Aldh4a1*, *Ftl*, *Gstm5*, *Ugt1a6*, *Gsta5*, *Arnt*, *Hmox1*, *Aldh1a1*, *Gstm3*, *Ppm1l*, *Gstm4*, *Chst3*, *Chst11*, *Aldh3a1*, *Prkd3*, *Cited2*, *Aldh6a1*, *Gstk1*, *Camk2b*, *Prkca*, *Gstm1*, *Mgst1*, *Map3k6*, *Gstm3*, *Nqo1*, *Hdac5*, *Esd*, *Pik3r3*, *Mgst2*, *Cat*, *Aldh3b1*, *Map3k8*, *Gsto2*, *Mgst3*,	*Ndst3 Chst7*, *Camk2d*, *Rras2*, *Aldh1l2*, *Aldh18a1*
Folate Transformations I	3.02	5/9 (0.56)	N/A	*Mthfs*	*Mthfd1l*, *Shmt1*, *Mthfd1*, *Shmt2*
LPS/IL-1 Mediated Inhibition of RXR Function	3.13	35/197 (0.18)	-0.333	*Aldh4a1*, *Gstm5*, *Gsta5*, *Alas1*, *Abcb9*, *Aldh1a1*, *Scarb1*, *Gstm3*, *Chst3*, *Gstm4*, *Xpo1*, *Chst11*, *Cpt1c*, *Aldh3a1*, *Hmgcs1*, *Aldh6a1*, *Gstk1*, *Gstm1*, *Mgst1*, *Cpt1a*, *Gstm3*, *Ly96*, *Mgst2*, *Cat*, *Aldh3b1*, *Gsto2*, *Acox3*, *Mgst3*	*Ppargc1b*, *Ndst3*, *Apoe*, *Chst7*, *Aldh1l2*, *Aldh18a1*, *Acsl1*
Aryl Hydrocarbon Receptor Signaling	4.02	28/130 (0.22)	0.333	*Aldh4a1*, *Gstm5*, *Gsta5*, *Arnt*, *Ctsd*, *Aldh1a1*, *Tgfb1*, *Gstm3*, *Gstm4*, *Aldh3a1*, *Aldh6a1*, *Gstk1*, *Gstm1*, *Mgst1*, *Gstm3*, *Nqo1*, *Mgst2*, *Tgfb3*, *Aldh3b1*, *Gsto2*, *Esr1*, *Mgst3*	*Mcm7*, *Pola1*, *Rbl1*, *Ccne1*, *Aldh1l2*, *Aldh18a1*
Cell Cycle: G1/S Checkpoint Regulation	4.07	17/61 (0.28)	0.277	*Hdac9*, *Smad3*, *Abl1*, *Hdac5*, *Cdkn2d*, *Foxo1*, *Tgfb1*, *Tgfb3*, *Btrc*, *Gsk3b*	*Pa2g4*, *Suv39h1*, *Rbl1*, *Cdkn2b*, *Ccne1*, *Gnl3*, *E2f2*
NRF2-mediated Oxidative Stress Response	4.54	35/168 (0.21)	1.5	*Ftl*, *Gstm5*, *Gsta5*, *Dnajb2*, *Dnaja1*, *Hmox1*, *Scarb1*, *Gstm3*, *Abcc1*, *Gstm4*, *Gclm*, *Gsk3b*, *Prkd3*, *Gstk1*, *Prkca*, *Gstm1*, *Mgst1*, *Gstm3*, *Nqo1*, *Dnajb14*, *Bach1*, *Pik3r3*, *Mgst2*, *Cat*, *Dnajc14*, *Aox1*, *Gsto2*, *Ptplad1*, *Enc1*, *Mgst3*, *Ephx1*	*Pmf1*, *Atf4*, *Herpud1*, *Rras2*,
Cell Cycle Control of Chromosomal Replication	4.67	11/26 (0.43)	N/A		*MCM5*, *MCM3*, *ORC2*, *RPA3*, *MCM2*, *CDT1*, *CDC6*, *ORC6*, *MCM4*, *MCM7*, *RPA2*
tRNA Charging	4.96	14/38 (0.37)	N/A	*Farsa*	*Cars*, *Cars2*, *Mars2*, *Gars*, *Tars*, *Farsb*, *Nars*, *Lars*, *Wars*, *Rars*, *Aars*, *Sars*, *Iars*
Glutathione-mediated Detoxification	6.26	12/23 (0.53)	N/A	*Gstm1*, *Mgst1*, *Mgst2*, *Gstm5*, *Gstm3*, *Gstm3*, *Gsta5*, *Gstm4*, *Gsto2*, *Gsta4*, *Mgst3*, *Gstk1*	
Superpathway of Cholesterol Biosynthesis	14.3	20/27 (0.75)	N/A	*Mvd*, *Sqle*, *Nsdhl*, *Pmvk*, *Acat2*, *Idi1*, *Mvk*, *Hsd17b7*, *Msmo1*, *Tm7sf2*, *Sc5d*, *Ggps1*, *Fdps*, *Fdft1*, *Dhcr7*, *Dhcr24*, *Lss*, *Hmgcr*, *Hmgcs1*, *Cyp51a1*	

^**1**^ See footnote to Table 1 for explanation of column headings

**Table 3:** Pathway Analysis of 10-4M DINCH gene expression in TM4 cells^1^.

Pathway	-log(p-value)	Ratio	z-score	Upregulated	Down-regulated
NRF2-mediated Oxidative Stress Response	1.3	10/168 (0.06)	1	*Ftl*, *Gstm5*, *Rras*, *Nqo1*, *Mras*, *Dnajb2*, *Gsto2*	*Abcc4*, *Dnajc11*, *Fos*
RhoA Signaling	1.83	9/117 (0.08)	2.333	*Sept8*, *Ngef*, *Rhpn2*, *Ptk2b*, *Cdc42ep5*, *Gna13*, *Sept6*, *Pkn1*	*Myl4*
VDR/RXR Activation	1.85	7/78 (0.09)	1	*Cxcl10*, *Serpinb1*, *Tgfb2*, *Sema3b*, *Ccl5*, *Rxra*	*Ccnc*
ERK/MAPK Signaling	1.87	12/176 (0.07)	2.714	*Ptk2b*, *Rras*, *Hspb2*, *Mras*, *Prkar1b*, *Rps6ka5*, *Rapgef3*, *Creb3l4*, *Rps6ka1*	*Fos*, *Ywhag*, *Ppp1r7*
Superpathway of Cholesterol Biosynthesis	1.96	4/27 (0.15)	N/A	*Mvd*, *Fdps*, *Dhcr7*, *Pmvk*	
p38 MAPK Signaling	2.01	9/109 (0.09)	2.646	*Cdc25b*, *Tifa*, *Hspb2*, *Tgfb2*, *Map4k1*, *Rps6ka5*, *Creb3l4*, *Rps6ka1*, *Mapk12*	
Signaling by Rho Family GTPases	2.09	15/227 (0.07)	2.496	*Sept8*, *Arhgef4*, *Ptk2b*, *Cdc42ep5*, *Mapk12*, *Pkn1*, *Arfip2*, *Mras*, *Gna13*, *Sept6*, *Arhgef9*, *Cdh13*	*Gnaq*, *Fos*, *Myl4*
Glutathione-mediated Detoxification	2.21	4/23 (0.18)	N/A	*Gstz1*, *Gstm5*, *Gsto2*, *Gstt1*	
Ephrin Receptor Signaling	2.81	14/171 (0.09)	N/A	*Ngef*, *Rras*, *Sh2d3c*, *Vegfb*, *Vegfc*, *Creb3l4*, *Mras*, *Figf*, *Gna13*	*Itsn1*, *Gnaq*, *Efnb2*, *Sdcbp*, *Efnb3*
ERK5 Signaling	3.75	9/62 (0.15)	1.414	*Rras*, *Mras*, *Rps6ka5*, *Creb3l4*, *Gna13*, *Rps6ka1*	*Fos*, *Ywhag*, *Gnaq*

^**1**^ See footnote to Table 1 for explanation of column headings

## Discussion

Despite the large body of evidence indicating that several phthalates such as DEHP can be toxic, regulatory agencies have only recently implemented regulations that limit their use. Our study provides evidence supporting the role of PPAR in mediating phthalate toxicity. 

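Genes downstream of PPAR were followed with a list of 34 targets, 24 of which were tested with MEHP. Of these 7 were called, 6 higher and 1 lower, where 0.406 would be expected (one-sided Fisher's exact test, adjusted p = 7.2e-07 over the 30 tests). Besides Pdk4 and Angptl4 the higher genes were Cpt1a, Ucp2 (log2 fold change 0.83), Ucp3 (0.69) and Acadl (0.68), and the lower gene was Txnip (−0.92), named here after the values were seen. The median of the list was 0.29 log2 units and 19 of 24 genes lay above 0. With an estimated correlation between the genes the adjusted p was 0.0955. With DINCH 3 of 24 genes were called (adjusted p = 0.454) and with DOM 9 of 24 (adjusted p = 0.0784). Of the 9 with DOM, 5 were higher and 4 lower. The list with DOM passed by camera (adjusted p = 0.0178) and fry (adjusted p = 0.00098). It did not pass by camera with an estimated correlation (adjusted p = 0.214). The receptor transcripts were not called for any compound. With MEHP Ppara changed by −0.15 log2 units (standard error 0.13) and Pparg by −0.17 (standard error 0.10). Ppard rose by 1.23 log2 units with MEHP, but 1 of the 4 DMSO arrays read far below the others, and without that array the change was 0.11. It was not called either way. From the rise of genes downstream of PPAR, the paper reasons that PPAR has a role in phthalate toxicity.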

While this is the first report of gene expression changes in the TM4 Sertoli cell line following treatment with MEHP, our findings of gene activation downstream of PPAR, lipid metabolism, and nuclear receptor involvement support observations from other cell types and animal models [17, 18, 44, 51], further supporting a role for *in vitro* toxicogenomic screening as a model to predict *in vivo* toxicity. DEHP decreased cell viability in multiple cell lines as previously reported in MA-10 Leydig cells after 48 hour treatment [52]. While DEHP is not usually considered to be biologically active, Sertoli cells express a hormone sensitive lipase that is capable of metabolizing DEHP into biologically active or toxic metabolites [53, 54]. Previous studies have shown that 2-ethylhexanal, a by-product of DEHP metabolism, can decrease cell viability [52], but we are unable to determine whether DEHP was metabolised in our model or whether DEHP or one of its metabolites other than MEHP was responsible for the observed decrease in viability. Taken together, our results for DEHP and MEHP are consistent with previous findings.

While DOM is a good plasticizer, the accumulation of the toxic metabolite monooctyl maleate in the presence of the common soil bacterium *Rhodococcus rhodocrous* makes DOM a less desirable alternative [39]. In our studies, the maleate family generally decreased cell viability in most cell lines. Diethyl maleate (DEM) is a well-characterized compound used to deplete glutathione and induce cell damage by increasing reactive oxygen species [55]. Few studies have used DOM in a biological context, but DOM and DEM share a common maleate core that conjugates to glutathione in a reaction that is catalyzed by glutathione S-transferases (GST) [56]. Furthermore it has been reported that inducers of GST gene expression are typically Michael acceptors which are compounds that contain an unsaturated bond with an electron withdrawing group [57]. Therefore, it is not surprising that DOM upregulated several GST isoforms and several genes involved in response to reactive oxygen species damage. 

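Of 17 glutathione transferase genes tested with DOM, 10 were called, all higher than in DMSO, where 3.49 would be expected (one-sided Fisher's exact test, adjusted p = 0.0026 over the 30 tests). Gsta4 rose by 2.77 log2 units (standard error 0.28, adjusted p = 0.000355 from limma), Gstm1 by 2.03, Mgst1 by 1.61 and Gstm4 by 1.29. Of the 17 genes 16 lay above 0. Transferase genes of 1 class are close in sequence, so cross-hybridization between them was not excluded. Of 24 NRF2 targets 13 were called, all higher, against 4.92 expected (adjusted p = 0.00139). Hmox1 was 3.24 log2 units higher (standard error 0.14, higher on 4 of 4 arrays), Nqo1 1.86 and Gclm 0.95. For these 2 lists the call held in each analysis that left out 1 array. The paper relates the response to the maleate core that DOM shares with diethyl maleate.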

Taken together, these data suggest DOM or similar maleate based plasticizers with varying side-chain lengths would not be suitable replacements for phthalate plasticizers based on the read-across principle [58].

DINCH production has grown to an annual capacity of 200,000 metric tons in 2013 [59]. While DINCH does not leach as much as DEHP from PVC [4], by-products of DINCH metabolism previously undetectable in human urine samples collected between 2000 and 2001, can be detected in samples collected from 2007–2012 in increasing quantities, indicating increasing human exposure [60]. Despite the marketing of this compound as a safe phthalate replacement, our microarray analysis suggests that DINCH is biologically active. 

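Among the genes that fell most with DINCH were Mgp, Dach2, Angptl4 and Mettl7b. Mgp had a log2 fold change of −3.16 (standard error 0.32, adjusted p = 0.003 from limma) and was well above background on all 4 DINCH and all 4 DMSO arrays. Mettl7b (−2.22) was well above background on all 4 DMSO arrays but on only 1 of the 4 DINCH arrays, so the size of its change is less certain. The call of Mettl7b was lost in 8 of the other settings and arrays left out, among them each DMSO array left out. Each of these 4 genes was lower on 4 of 4 DINCH arrays than on any DMSO array. At an unadjusted p below 0.05 DINCH had 6287 probes of 24002, against about 1200 expected by chance. For MEHP the number was 3919 of 24190 and for DOM 10344 of 24349.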

Interestingly, 30% of genes that were differentially regulated by DINCH were also changed by DOM treatment, which had more pronounced effects on cell viability and gene expression. 

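Of the 390 genes that DINCH shared with DOM, 157 were higher and 141 lower with both compounds, so 76.4% changed in the same direction. The other 92 were called in opposite directions, 89 of them by the same probe. The brightest probe moved in opposite directions for 88 of the 92 and in the same direction for 4, where only another probe was called in opposite directions. Across the 23861 probes tested in both comparisons the log2 fold changes had a correlation of 0.239. This is across probes, which are not independent replicates, and unchanged groups simulated against the same DMSO arrays gave a median of 0.21 with a range from −0.36 to 0.707, so the correlation was not beyond what the shared control alone can produce. The simulated arrays used deviations centred within each group and drawn without replacement, which lowers the simulated correlations. Nearness of the median 0.21 to 0.239 therefore carries no weight. When the DMSO arrays were divided so that DINCH and DOM were each compared with 2 different ones, the correlation averaged 0.111 (0.0475 to 0.204 over 6 divisions). Mgp fell with DINCH and rose with DOM, a difference of 6.65 log2 units between the compounds when their arrays were compared directly (standard error 0.29, adjusted p = 3.3e-06).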

The DINCH gene expression dataset was enriched for genes involved in cellular movement, glutathione mediated detoxification, and important signalling pathways such as RhoA and ERK/MAPK. Many of these pathways were predicted to be activated, and can be correlated back to biological roles in Sertoli cell proliferation, differentiation, cytoskeleton, and junctional dynamics [61–63]. 

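Of 17 glutathione transferase genes tested with DINCH, 5 were called and all were higher than in DMSO, against 1.40 expected (one-sided Fisher's exact test, adjusted p = 0.0254). The median of the family was 0.27 log2 units and 14 of 17 genes lay above 0. This passed in 5 of the 8 analyses that left out 1 array. Of 24 NRF2 targets 4 were called, 3 higher and 1 lower (adjusted p = 0.232). The NRF2 list passed by fry (adjusted p = 0.0166) and not by camera (adjusted p = 0.108). Gsta4 rose by 0.79 (standard error 0.17, adjusted p = 0.0234) and Nqo1 by 0.85 (0.16, adjusted p = 0.0145), while Hmox1 did not change (0.02). Cytosolic aminoacyl-tRNA synthetases were lower, with 5 of 20 called (adjusted p = 0.0478), and no analysis that left out 1 array kept this. With the replicate pairs as a block the adjusted p was 0.0752.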

Whether these changes in gene expression are physiologically relevant or whether compensatory mechanisms can take place to maintain homeostasis at an organismal level remains to be determined.

Two novel plasticizers (BDB, DOS) did not have an effect on cell viability following 48 hour exposure *in vitro*. Furthermore, there was no significant change in gene expression following microarray analysis. 

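At an unadjusted p below 0.05 and a change of more than 1.5-fold there were 249 genes for BDB and 175 for DOS, compared with 417 for MEHP, 1258 for DINCH and 2587 for DOM. Leaving out any 1 array gave 0 genes for BDB. For DOS 8 genes were called without DOS replicate 3. In simulated data with the spread of these arrays and 200 genes changed by 1 log2 unit, 88% of the changed genes were recovered for BDB and 78.5% for DOS. On the arrays larger changes of single genes went uncalled, among them Dach2 with BDB (−1.49, adjusted p = 0.0682) and Car6 with DOS (−2.04, adjusted p = 0.344). Over the alternatives that kept all arrays, Dach2 with BDB ran from −1.50 to −0.30 and Car6 with DOS from −2.41 to −1.77. Changes of single genes of more than 1 log2 unit were thus not excluded by these arrays. The absence of called genes is among the grounds on which the paper proposes BDB and DOS as replacements.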

While our data suggest that DOS and BDB are potential replacements for phthalate plasticizers, further testing is required to determine whether there is systemic toxicity after chronic or developmental exposure to these compounds.

In our study, we have proactively screened a larger list of candidate plasticizers to identify those least likely to have deleterious biological effects. In addition to being good plasticizers, dibenzoates without an ether function and succinates can easily biodegrade [38, 64]. Succinates have the added advantage in that they can be sourced from the by-products of fermentation [38]. Thus, unlike phthalate based compounds, succinic acid production does not depend on petroleum refinement; which will minimize the associated environmental impact and dependence on petroleum based products [65, 66]. Based on our findings and previously published results on their plasticizing properties, dioctyl succinate and 1,4 butanediol dibenzoate are promising replacements for DEHP and other phthalate based plasticizers.

## Supporting Information

S1 Fig Cell viability data determined by MTT assay in three distinct Sertoli cell lines. Figure shows results for phthalates (DEHP and bioactive metabolite MEHP), a commercial alternative plasticizer (DINCH), and a modified dibenzoate series. Results for other alternative plasticizers can be found in S2 Fig.
(TIF) Click here for additional data file.

S2 Fig Cell viability data determined by MTT assay in three distinct Sertoli cell lines. Figure shows results for succinate, maleate, and fumarate plasticizers.
(TIF) Click here for additional data file.

S1 Table List of all plasticizers used in this study with names, abbreviations, CAS numbers and source. Grouping analysis refers to which compounds were tested together on the same 96-well plate for the MTT assay (and therefore share common control DMSO treated samples).
(TIF) Click here for additional data file.

S2 Table List of primers used for RT-PCR validation. Table includes catalogue number, catalogue name, gene name, transcript reference number, and length of the aplified PCR product.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

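Gene expression was measured in TM4 cells treated for 48 hr with 100 μM of MEHP, DINCH, DOM, BDB or DOS in 1% DMSO, or with DMSO alone. There were 23 samples in 6 groups, 4 per group and 3 for DOS, and each was hybridized to its own 1-colour array. The arrays lay on 3 slides. DOM and DOS occupied the same rows of the slides as DMSO. MEHP, BDB and DINCH occupied other rows, so for these 3 the row cannot be separated from the comparison with DMSO.

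The authors scanned the arrays and extracted the spot intensities with Agilent's software, which subtracted background, removed spatial trends and marked outlier spots. The deposited intensities were linear and not scaled between arrays. The authors also deposited a table of log2 values, shifted to each array's 75th percentile and then centred on each probe's median over the 23 arrays. Each array's intensities were compared with its column of this table, and the lowest correlation was 0.9995, while the highest with the column of another array was 0.404.

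An array held 62976 spots, 59305 of them non-control spots of 55681 probes. The log2 of the processed intensity, with a floor of 1, was set relative to the array's 75th percentile over non-control spots. Spots marked as outliers (102 to 187 per array) were left out and spots of a probe were averaged. The extraction measures were all in range on 15 of the 23 arrays, and all arrays were used. Probes were named by matching their RefSeq accession to a table of gene symbols, because the array files held no symbols. This named 26582 probes with 20145 symbols, of which 5370 had more than 1 probe, and 29099 probes were not matched and entered the tests without a name. The array was designed on another genome build than the table of symbols, so no positions were used.

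Each compound was compared with DMSO alone. A probe was tested when it was well above background and at or above the 20th percentile of its array on every array of at least 1 of the 2 groups. Moderated statistics came from limma 3.58.1 in R 4.3.3, with data.table 1.17.8, and p-values were adjusted by Benjamini-Hochberg over the tested probes. A probe was called at an adjusted p below 0.05 and a change of more than 1.5-fold, and a gene counted once when any of its probes was called. Changes above 2-fold were also counted. Where a gene was not above background on any treated array or on any DMSO array, its change is given as a lower limit. Principal components and distances used the means of the groups over all non-control probes, and distances were tested by relabelling the arrays in all possible ways. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

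The genes named in the text are those the paper names in its text, figures and tables, Hprt and the PPAR receptors, and for each compound the 5 called genes that rose most and the 5 that fell most with every treated array beyond every DMSO array. A gene's value is that of its brightest probe over the 23 arrays. Other genes are marked as chosen after their values were seen. Some genes and pathways that meet the rule are not reported here. Textbook lists were tested with a one-sided Fisher's exact test, adjusted over 10 lists and 3 compounds: cholesterol biosynthesis enzymes, SREBF2 targets, PPAR targets, NRF2 targets, glutathione transferases, DNA replication genes, folate and one-carbon enzymes, cytosolic aminoacyl-tRNA synthetases, ERK output genes and aryl hydrocarbon receptor targets. Several of these lists follow pathways that the paper reports from the same arrays, so their results are not independent of the paper's. Sertoli cell markers were described gene by gene. A list of interferon-induced genes was added after the values of several such genes, which it leaves out, were seen.

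The replicate numbers are shared between groups. Whether they pair the arrays was checked by the correlation between the deviations of same-numbered arrays from their group means. For DINCH (0.17 to 0.50 over 4 pairs), BDB (0.25 to 0.43 over 4) and DOS (0.20 to 0.45 over 3) every pair lay above 0.1, and these numbers were taken as pairs found from the values. This does not settle the pairing. For MEHP, DINCH, DOM and DOS the lowest correlation was that of the number whose arrays lay on different slides. The check thus does not separate pairing from a shared slide, and differently numbered arrays were not compared.

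The alternatives were quantile normalization, normexp background correction (on the median signal and median background with an offset of 50, since the files hold no mean signal), no filter on dim probes, detection on 1 array, the slide or the replicate number as a block, all groups in 1 fit, outlier spots kept, only the brightest probe of each gene, a variance trend, the authors' table of values, the gene list tests camera and fry, and leaving out each array in turn. For the distances, unlogged intensities and detected probes only were also used.

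The steps were tested on simulated data with the spread of these arrays. With 200 of the genes changed by 1 log2 unit, 89.5% were recovered for MEHP, 86% for DINCH, 83.5% for DOM, 88% for BDB and 78.5% for DOS, with 3 to 7 false calls. With a change of 2 log2 units at least 97% were recovered. The viability assays and qPCR were not analysed here.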

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

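The test of the row for Mgp with DINCH was chosen after its result was seen, and the other tests on slide, row, DMSO arrays and the single spot in this part before. Of 145 groups of 4 arrays examined, 7 held an array far from the other 3, where about 7.25 would be expected by chance, so single cases carry little weight.

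DMSO replicate 3 had 51.4% of its spots well above background, against 46.5% to 47.1% on the other DMSO arrays. DMSO replicate 4 had a negative-control net signal of 31.4, against 39.4 to 39.8. Leaving out DMSO replicate 3 lowered the number of genes shared by DINCH and DOM to 227. No biological explanation was tested for these values.

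In 4 cases the signal of a named gene lay apart on 1 array by less than 1 log2 unit: Mras on BDB replicate 3 (1.51, others 1.82 to 1.88), Hprt on DMSO replicate 1 (5.62, others 5.32 to 5.36), Ppara on DOM replicate 1 (−0.56, others 0.10 to 0.23) and Ppara on BDB replicate 2 (0.15, others 0.23 to 0.25). No explanation was tested for these.

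Ppard read −2.22 on DMSO replicate 4 and 2.12 to 2.36 on the other DMSO arrays. The lowest of the other 22 arrays read 2.08, a gap of 4.30 log2 units, so a fault of the spot may be the source. The array carries no other probe of Ppard, and a fault cannot be told apart from a low transcript level on that array. The change of Ppard against DMSO was 1.08 to 1.36 log2 units for the 5 compounds and none was called. Without DMSO replicate 4 it was 0.11 with MEHP, 0.13 with DINCH, 0.25 with DOM, −0.03 with BDB and 0.12 with DOS, and again none was called.

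Mgp differed by 6.65 log2 units between DOM and DINCH when their arrays were compared directly, and Angptl4 by 5.74 (standard errors 0.29 and 0.34, adjusted p = 3.3e-06 and 2.1e-05 from limma, higher on 4 of 4 DOM arrays than on any DINCH array). With the slide as a block the smaller of these differences was 5.88 for the 2 genes, which argues against the slide. DINCH and BDB lay in other rows than DOM and DOS, and the difference between DOS and BDB was 0.57 to 0.68 log2 units, which argues against the row as the whole source. An effect of the compounds stays open as a hypothesis.

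The 5 genes that rose most and the 5 that fell most with each compound include 5 that the paper does not name, that were well above background in both groups and that changed by more than 8-fold: Mgp with DINCH (−3.16) and DOM (3.49), and with DOM also Zfp185 (3.27), Slamf9 (−3.58), Car6 (−3.55) and Dennd2d (−3.16). Gm10639 and Gtf2a1l, which were not well above background on any DMSO array, are left out of these tests and were at least 2.43-fold and 2.44-fold higher with DOM. With the slide as a block the smallest of these changes was still 3.18 log2 units. If the DMSO arrays deviated by chance, BDB and DOS would show the changes too, and whichever of these showed less had at most 22.0% of the change. DOS by itself changed Car6 by −2.04 and Mgp by 1.1. Slide and DMSO arrays are thus argued against as the whole source. DOM lay in the rows of DMSO, so its changes are not tied to the row. BDB lay in the rows of DINCH, and Mgp changed by 0.53 with BDB, which argues against the row for its fall with DINCH. A response to the compounds remains a hypothesis.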

How the results depend on the processing

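No called change of a named gene turned around under any alternative, but the balance of genes higher and lower with DOM did with quantile normalization, and the order of MEHP, BDB and DOS by distance from DMSO changed between alternatives. The alternatives to normalization, filter and fit are described in the processing summary, and for none of the results below was the cause of a change tested unless stated.

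With normexp background correction the number of genes changed by MEHP was 115, and there were 594 for DINCH, 1627 for DOM, 42 for BDB and 2 for DOS, 212 were shared by DINCH and DOM and 30 by MEHP, DINCH and DOM, and 30 of the paper's table genes were called for DINCH. Without the filter on dim probes, where more probes enter the adjustment, 3 genes were called for MEHP and 97 for DINCH, 38 were shared by DINCH and DOM and 0 by the 3 compounds, 8 list tests passed, and 1 of the table genes was called for MEHP and 8 for DINCH. When detection on 1 array was enough, the counts were 98 for MEHP, 609 for DINCH, 233 shared by DINCH and DOM and 34 shared by the 3 compounds. For BDB 100 genes were called with the slide as a block, 120 with all groups in 1 fit, 19 with the brightest probe only and 82 with a variance trend. Of 30 list tests 13 passed by Fisher's test, 20 by camera, 23 by fry and 2 by camera with an estimated correlation.

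The counts for MEHP stayed within 1.5 times 202 in 8 of 11 settings, for DINCH within 1.5 times 984 in 8 and for DOM within 1.5 times 2463 in 10. For DOM quantile normalization called 2466 genes and gave 1374 higher and 1092 lower, and the median change of all tested probes moved from −0.08 to −0.01. The count for BDB stayed at 0 in 6 of 11 settings and that for DOS in 10. No distance passed the adjusted permutation test under any of the 6 alternatives to it, which says nothing about stability, since with 35 labellings the adjusted p of 1 compound alone cannot fall below 0.143.

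Leaving out 1 array in turn gave 88 (without MEHP replicate 2) to 237 genes for MEHP, 571 (without DMSO replicate 3) to 1055 for DINCH, 2176 to 2641 for DOM, 0 for BDB throughout and 0 to 8 for DOS. Genes shared by DINCH and DOM ranged from 227 to 419 and those shared by the 3 compounds from 38 to 80, with both lowest values without DMSO replicate 3. Between 9 and 15 list tests passed, and 190 to 200 of the table genes were called. The distances from DMSO ranged from 88.0 to 105 for MEHP, 91.8 to 108 for DINCH, 120 to 130 for DOM, 80.8 to 90.9 for BDB and 88.5 to 105 for DOS.

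With the replicate number as a block 264 genes were called for MEHP, 1128 for DINCH, 2553 for DOM and 0 for BDB and DOS. For MEHP and DOM not every pair lay above 0.1, so their numbers were not treated as pairs. The correlations of same-numbered arrays ran from −0.14 to 0.45 and from 0.04 to 0.43. Replicate 2, the lowest in both, lay on another slide than DMSO replicate 2. The other MEHP pairs (0.24 to 0.45) and DOM pairs (0.25 to 0.43) lay in the range of the compounds treated as paired. For DINCH, whose numbers were treated as pairs, the block called Inhbb (−0.88, adjusted p = 0.0083), Spry2 (−0.98, adjusted p = 0.0168) and Dusp4 (0.88, adjusted p = 0.0222) in addition. The last 2 were chosen for mention after their values were seen. The aminoacyl-tRNA synthetases no longer passed with DINCH (adjusted p = 0.0752). For the compounds treated as paired the block changed no other call of a named gene or list and moved no count of called genes by more than 1.5 times.

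Of the named genes 37 were called for DINCH, and 24 of 62 values fell short without the filter and 10 with normexp correction. For MEHP 23 were called, and 20 of 62 values fell short without the filter and 7 with normexp correction. For DOM 39 were called, and at most 4 fell short in any setting. Signal over background limits these results most for dim genes. Between 43.4% and 52.2% of the spots of an array were well above background, and the genes below it were not tested.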

Differences from the paper's values

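In this part a gap to the paper counts as closed when the value lies within 1.5 times of the paper's. Such a value can still leave most of the difference. The paper's distances carry no unit. On a scale that sets DOM to the paper's 122,994, the distances over 3 components were 10684 for BDB (the paper's 23,703), 78700 for DOS (the paper's 29,931) and 28406 for MEHP (the paper's 63,217), while that for DINCH lay within 1.5 times of the paper's. Of the alternatives set before the data were examined, detected probes only closed the gap for BDB (27016) and DOS (33606), normexp correction for BDB (27437) and MEHP (45115), and quantile normalization for MEHP (43570). Unlogged intensities, the slide as a block and the authors' table of values closed none, and the other pairings of these alternatives with a compound did not either. Leaving out BDB replicate 2, 3 or 4 or DMSO replicate 4 closed the gap for BDB, and leaving out MEHP replicate 1, 2 or 4 or DMSO replicate 2 or 4 closed it for MEHP. Leaving out any 1 array did not close it for DOS. The paper places DOS nearer to DMSO than MEHP, whereas here it was farther over 3 components (70.9 against 25.6) and nearer with detected probes only (22.8 against 28.0).

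For DINCH the paper's text gives 1,261 genes up and 753 down, against 505 and 478 here. Fig 4 shows about 1300 genes up and about 750 down for DOM and about 370 up and about 280 down for DINCH, so the numbers in the sentence look like those of DOM, and the 505 genes up here lie within 1.5 times of the figure. The text's numbers also add up to the total that it gives for DOM. Nearness of a DINCH count to them therefore carries no weight. No alternative closed the gap to the text for genes up. For genes down the slide as a block (604), the replicate block (578), all groups in 1 fit (607), the variance trend (516) and leaving out DINCH replicate 3 (502) closed it, and the other 7 alternatives and the other arrays left out did not. For the number of DINCH genes in the paper's overlap, 648, the value here was 984. Quantile normalization (964), the brightest probe only (910) and the authors' table (972) came within 1.5 times but left most of the difference. Normexp correction (594) and detection on 1 array (609) closed this gap. Leaving out any 1 array but DINCH replicate 2 or 3 also closed it, with 571 to 817 genes. The slide block, the replicate block, all groups in 1 fit, outlier spots kept, the variance trend and no filter did not.

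The paper gives 226 genes shared by DINCH and DOM, against 390 here. Normexp correction (212) and detection on 1 array (233) closed the gap, as did leaving out DINCH replicate 1 (272) or 4 (262) or DMSO replicate 1 (294), 2 (305) or 3 (227), and the other 9 alternatives did not. The paper gives 13 genes shared by MEHP, DINCH and DOM, against 75 here. No alternative closed this gap, from 0 genes without a filter to 97 with the replicate block, nor did leaving out any 1 array. For the genes listed there in Fig 5, 39 of 39 fold changes had the same sign and lay within 1.5 times of the values here, 4 of them compared as lower limits.

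For MEHP, Fig 4 shows about 19 genes up and about 7 down, read by eye, against 135 and 67 here, and no alternative closed either gap. For DINCH it shows about 280 genes down, against 478. Normexp correction (330), detection on 1 array (287) and leaving out any 1 array but DINCH replicate 2 or 3 closed this gap, and the other 9 alternatives did not. For DOM it shows about 750 genes down, against 1274. Quantile normalization (1092), normexp correction (852), no filter (988) and leaving out DMSO replicate 1 (1114) closed it, and the other 8 alternatives did not. Of these, quantile normalization and leaving out DMSO replicate 1 left most of the difference.

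Above 2-fold, Fig 4 shows about 13 genes up for MEHP, against 24. Normexp correction (10), detection on 1 array (17) and leaving out MEHP replicate 2 (19) or 4 (14) or DMSO replicate 2 or 3 (18 each) closed the gap, and the other 9 alternatives did not. It shows about 270 genes down for DOM, against 543, which normexp correction (299) alone closed. In the Venn diagram of Fig 5 about 2 genes belong to MEHP alone, against 28, about 9 to MEHP and DOM, against 57, and about 2 to MEHP and DINCH, against 42. None of the 11 alternatives and no array left out closed these gaps.

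Of the tables' genes, 199 were called as listed. With DOM, Ccnb2 is listed as up and was lower here (−1.95), and Cdkn2b is listed as down and was higher (0.79). Cdkn2d is listed both ways and was lower (−0.80). Not called with DOM were Ncor1 (0.27), Camk2d (0.16), Dnajb14 (0.18), Farsa (−0.16), Ggps1 (0.30), Mgst2 (0.58) and Mthfs (0.58), and Bglap and Ugt1a6a were not tested. Mgst2 was called with quantile normalization, the slide as a block and the authors' table, Mthfs with quantile normalization and the authors' table, and both when certain arrays were left out. Ncor1 was called without DMSO replicate 4. Not called with DINCH were Gna13, Sept8, Gstm5 (0.35), Sdcbp (−0.35) and Prkar1b (0.58). Prkar1b was called with the slide as a block, with the authors' table and without DINCH replicate 3 or 4 or DMSO replicate 1 or 2. The paper names Egfr among the qPCR targets that bear out its findings for DINCH. On the arrays its brightest probe changed by 0.36 log2 units with an adjusted p of 0.111, and was not called under any alternative, while 1 of its 3 probes was called.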

Other observations

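The counts of other splits of the arrays and the test of the slide for BDB were chosen after the results were seen, and the other tests in this part before.

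A chance split of the arrays is argued against as the source of the numbers of genes called for MEHP, DINCH and DOM. It is not excluded, since 35 splits allow no share below 1 of 35. When the 8 arrays were split into 4 and 4 in all 35 ways, only the real split, 1 of 35, gave as many genes for each, and the highest other counts were 0, 1 and 1. For BDB and DOS, with a real count of 0, each split, 35 of 35, has to give as many, so the splits say nothing there. The BDB split that followed the slides gave 120 genes and the highest other DOS split 2. Of the 8 splits that part all numbered pairs, the real one alone gave as many for DINCH, and the highest other count was 0. For the list tests these splits decide nothing, because splits that call at most 1 gene have a p near 1 for any list: the real split alone, 1 of 35, gave as small a p for cholesterol enzymes, SREBF2 targets and PPAR targets with MEHP, for cholesterol enzymes, glutathione transferases, aminoacyl-tRNA synthetases and ERK output genes with DINCH, and for cholesterol enzymes, NRF2 targets, glutathione transferases, replication genes, folate enzymes and aminoacyl-tRNA synthetases with DOM.

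With the slide as a block 100 genes were called for BDB, 59 higher and 41 lower, and with the slide out of the fit 0. Their adjusted p lay close to the threshold, at 0.0463 and above. The genes may reflect a small response to BDB, although with the replicate pairs as a block 0 genes were called. Of the 34 splits that could be fitted with the slide as a block, 1, the real one, gave as many, and the highest other gave 0. With all groups in 1 fit 120 genes were called, 72 of them shared with the slide block, and 1 of 35 splits gave as many (highest other 11). The slide is thus argued against as their source. The row of the array stays open. MEHP and DINCH share BDB's rows, and in the 104 called probes their difference from DOM and DOS, signed by the BDB change, had a median of 0.46, against a median BDB change of 0.72. Against DMSO the medians were 0.27 for MEHP, 0.07 for DINCH, −0.35 for DOM and 0.12 for DOS, so much of the difference rests on DOM. Row and compound are confounded and cannot be told apart here. The genes with the largest changes, chosen after their values were seen, were Dach2 (−1.49) and Lce1e (1.35). Among the alternatives that kept all arrays the change of Dach2 was as small as −0.30.

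Genes that follow ERK activity were lower with DINCH. With the slide as a block the median of the list was −0.77, which argues against the slide. BDB lay in the same rows and had a median of 0.16, which argues against the row. A chance deviation of the DMSO arrays would lower the list in every compound, and the lower of the medians of BDB and DOS was −0.025. A fall in ERK output with DINCH remains a hypothesis, while the paper predicts activation of the pathway.

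After several interferon-induced genes, among them Cxcl10 (0.82 with DINCH, −2.28 with DOM) and Ccl5 (0.93 and −0.66), were noticed, 30 other interferon-induced genes were listed and 22 could be tested. Their median was 0.69 with DINCH and −0.60 with DOM. It was −0.41 with MEHP, −0.29 with BDB (23 genes) and −0.08 with DOS, so DOM was not alone in lying below DMSO. The median of DOM minus DINCH was −1.38, all 22 were lower in DOM and 17 were called, against 5.13 expected (one-sided Fisher's exact test, p = 1.3e-07). With the slide as a block the median was −1.47, and DOS minus BDB, which lie in the rows of DOM and DINCH, gave 0.23, so slide and row are argued against as the whole source. Of 35 splits of the DINCH and DOM arrays 1 gave as many called genes. A set-wide difference in interferon-induced genes between the compounds may be present. It was found and tested on the same data, and its source was not tested.

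Cholesterol enzymes were higher with MEHP, DINCH and DOM. With BDB the median of the list was 0.00 (−0.0017), in the same rows as MEHP and DINCH, which argues against the row and against the DMSO arrays as the whole source. With DOS, which has no called genes, 21 of 22 enzymes lay above 0 with a median of 0.34. For the 75 genes shared by the 3 compounds, the median change signed by direction was 0.78, 0.98 and 1.03 with MEHP, DINCH and DOM, and the lower of the values with BDB and DOS was 0.14, so the shared DMSO arrays are argued against as the whole source. DOS had 0.34.

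Hprt was lower with DOM by 0.57 log2 units (standard error 0.13, adjusted p = 0.00947 from limma, lower on 4 of 4 arrays than on any DMSO array), which is less than 1.5-fold and not called. It changed by −0.48 with quantile normalization and by −0.62 with the slide as a block, which argues against scaling and slide. Hprt was called in 4 of the other settings and arrays left out, the slide as a block among them (adjusted p = 0.00615 from limma). Whether a response to DOM is the source stays open as a hypothesis.

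Of the listed Sertoli cell markers, Amh, Cldn11, Fshr, Trf and Wt1 were not well above background on all arrays of any group, and Clu only on all 3 DOS arrays. Dhh rose with DINCH (1.09), Esr1 (1.15) and Inhbb (1.61) rose with DOM and Sox9 fell with DOM (−0.92). For Esr2, Gata4 and Kitl no change was called.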
